# Lipid Profiling and Transcriptomic Analysis Reveals a Functional Interplay between Estradiol and Growth Hormone in Liver

**DOI:** 10.1371/journal.pone.0096305

**Published:** 2014-05-09

**Authors:** Leandro Fernández-Pérez, Ruymán Santana-Farré, Mercedes de Mirecki-Garrido, Irma García, Borja Guerra, Carlos Mateo-Díaz, Diego Iglesias-Gato, Juan Carlos Díaz-Chico, Amilcar Flores-Morales, Mario Díaz

## Abstract

17β-estradiol (E2) may interfere with endocrine, metabolic, and gender-differentiated functions in liver in both females and males. Indirect mechanisms play a crucial role because of the E2 influence on the pituitary GH secretion and the GHR-JAK2-STAT5 signaling pathway in the target tissues. E2, through its interaction with the estrogen receptor, exerts direct effects on liver. Hypothyroidism also affects endocrine and metabolic functions of the liver, rendering a metabolic phenotype with features that mimic deficiencies in E2 or GH. In this work, we combined the lipid and transcriptomic analysis to obtain comprehensive information on the molecular mechanisms of E2 effects, alone and in combination with GH, to regulate liver functions in males. We used the adult hypothyroid-orchidectomized rat model to minimize the influence of internal hormones on E2 treatment and to explore its role in male-differentiated functions. E2 influenced genes involved in metabolism of lipids and endo-xenobiotics, and the GH-regulated endocrine, metabolic, immune, and male-specific responses. E2 induced a female-pattern of gene expression and inhibited GH-regulated STAT5b targeted genes. E2 did not prevent the inhibitory effects of GH on urea and amino acid metabolism-related genes. The combination of E2 and GH decreased transcriptional immune responses. E2 decreased the hepatic content of saturated fatty acids and induced a transcriptional program that seems to be mediated by the activation of PPARα. In contrast, GH inhibited fatty acid oxidation. Both E2 and GH replacements reduced hepatic CHO levels and increased the formation of cholesterol esters and triacylglycerols. Notably, the hepatic lipid profiles were endowed with singular fingerprints that may be used to segregate the effects of different hormonal replacements. In summary, we provide *in vivo* evidence that E2 has a significant impact on lipid content and transcriptome in male liver and that E2 exerts a marked influence on GH physiology, with implications in human therapy.

## Introduction

17β-estradiol (E2), a major natural estrogen in mammals, has physiological actions not limited to reproductive organs in males [1], [2], [3], [4], [5], [6]. Studies in patients with natural mutations in the human estrogen receptor alpha (ERα) [7], [8] and aromatase [9], [10] genes, and in the ERα (ERKO) and aromatase (ArKO) null mice models have shown that E2 can play a critical physiological role in males [1]. In particular, an insufficient E2 signaling in the ERKO and ArKO null mice models results in a metabolic syndrome-like phenotype with fatty liver due to a disruption in β-oxidation and increased lipogenesis, a phenotype that is reversed by physiological doses of E2. Moreover, both of these models exhibit a sexually dimorphic fatty liver that, notably, is male specific [1].

The effects of E2 in the liver can be explained through the direct actions of ER [2], [11], [12], [13] or, indirectly, by modulating growth hormone (GH) physiology [14], [15]. E2 can influence pituitary GH secretion but also GH direct actions in the liver. In particular, E2 induces the expression of Suppressor of Cytokine Signaling (SOCS)-2, which is a negative regulator of the GHR-JAK2-STAT5 signaling pathway [16]. Recently, we have identified SOCS2 as an important regulator of hepatic homeostasis (i.e., lipid and glucose metabolism and inflammation) under conditions of high-fat dietary stress [17]. The ability of GHR-JAK2-STAT5 signaling pathway to regulate hepatic lipid metabolism has also been highlighted in recent mouse genetic studies showing that hepatic inactivation of the GHR [18], its associated kinase, JAK2 [19] or its downstream signaling intermediary, STAT5b [20], leads to fatty liver. The metabolic influence of GH deficiency has also been well documented in humans by the development of a metabolic syndrome (i.e, increased visceral obesity, reduced lean body mass and fatty liver), a phenotype that is ameliorated by GH replacement therapy [21]. Notably, oral administration of pharmacological doses of E2 in humans inhibits GH-regulated endocrine (e.g., IGF-I) and metabolic (e.g., lipid oxidation, protein synthesis) effects [22], [23] but these effects are attenuated when E2 is administered transdermally, suggesting that liver is the major target of regulatory cross-talk between estrogens and GH. However, the molecular characterization of the hepatic changes induced by long-term E2 treatment, when it is administered subcutaneously, and how they influence the liver response to male pattern of GH administration are not well understood.

Animal studies of hepatic effects of E2 or its interplay with GH actions have been focused on females [24], [25]. Nonetheless, it is unclear if males exhibit equivalent responses, and there are reasons why such equivalence should not be presumed. In particular, gender dimorphism in GH secretion patterns develops soon after birth and the pituitary GH release maintains a sexually dimorphic liver function in adulthood [15], which may influence the nature of E2 effects in the livers of males and females. Several GH deficient models can be used to study the interplay between E2 and GH in males. Notably, the hypothyroid-orchidectomized (TXOX) rat model reaches very low or undetectable blood levels of GH and E2, which can be readily restored by hormone replacement treatment (HRT) [25], [26], [27], and shows systemic and hepatic metabolic disturbances with features that mimic deficiencies in E2 [2] and GH [28] (e.g., hypercholesterolemia, adiposity, fatty liver). In this study, we hypothesized that functional interplay between E2 and GH influences liver physiology in male. To test this hypothesis, we investigated the mechanisms of E2 and GH to regulate liver function at the molecular level. We studied gene expression profiles in liver tissue and correlated them with the changes in hepatic lipid content in TXOX rats before and after E2 and/or GH replacement. The results show that the interactions with GH contribute to multiple effects of E2 in male rat liver. Indeed, we found that E2 significantly influenced the GH-regulated endocrine, metabolic, immune, and gender specific responses in the liver. E2- and GH-induced changes in hepatic gene expression profiles were associated with changes in hepatic lipid composition. Finally, hepatic lipid profiles from E2- and/or GH-treated TXOX rats substantially differ from those observed in intact animals, indicating that the normal functions of thyroid glands and testes are an absolute requirement for physiological hepatic lipid homeostasis.

## Material and Methods

### Materials

Recombinant human GH was kindly donated by Pfizer laboratories (Spain). E2 benzoate, Tri-Reagent and, unless otherwise indicated, the rest of the products cited in this work were purchased from the Sigma Chemical Co. (St. Louis, MO).

### Animal treatment

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the University of Las Palmas de Gran Canaria and conducted in accordance with European and Spanish laws and regulations. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Las Palmas de G.C. (permit number: 2006-07824). All efforts were made to minimize suffering. Adult (2–3 months old) male Sprague-Dawley rats (n = 6 per group) were used throughout these experiments. Animals were kept under a constant dark/light cycle, and in a controlled temperature (21–23°C) environment, and had free access to autoclaved standard chow (A04 SAFE Panlab, Barcelona, Spain) and tap water throughout the experiment. The generation of hypothyroid animals was performed as previously described [27], [29]. The goitrogenic drug methimazole (MMI; 0.05%) was added to the drinking water for 5 weeks starting on postnatal day (PND) 59 until sacrifice on PND94. Calcium chloride (1%) was included with MMI in the water to ensure adequate dietary calcium intake because hypothyroidism decreases food intake by up to 40% [25]. The MMI-containing water was changed twice per week. Two weeks after starting MMI administration, rats were orchidectomized (OX) or sham–operated to make TXOX or testis-intact hypothyroid (TX) groups, respectively. Six rats were not treated with MMI and were subjected to sham-surgery to provide euthyroid testis-intact controls (INTACT). Four days after OX, we began HRT with E2 benzoate (50 µg/kg; sc; 5 days per week, from Monday to Friday) (TXOXE2) or vehicle (0.2 ml corn oil; sc; 5 days per week, from Monday to Friday) (TXOX) to TXOX rats for 20 days [30], [31] before hormonal replacement for 7 days with either E2 plus GH (TXOXE2GH) or vehicle plus GH (TXOXGH). GH (0.3 mg/kg/day) was administered as two daily sc injections at 12-h intervals (08:00h and 20:00h) to mimic the male-specific GH secretion [32], [33]. TX and TXOX control animals received equivalent amounts of the vehicle alone. Hypothyroidism status was corroborated by monitoring the body weight gain at 7 day intervals and the serum levels of T4 and T3. Twenty-four hours (in the case of E2) or twelve hours (in the case of GH) after the last injection, the animals were killed by exsanguinations. On PND94, blood samples were collected and serum stored at −80°C until analysis. Portions of the liver were snap frozen in liquid nitrogen and stored at −80°C until processed for mRNA analysis.

### Serum analysis

The blood was analyzed for T3, T4, glucose, cholesterol (CHO), triacylglycerols (TG), leptin, IGF-I, E2, and testosterone (T). Serum free T3 and T4 concentrations were measured in duplicate by enzyme immunoassay (Access Systems, Beckman Coulter, Inc), with a detection limit of 0.60 ng/dl and 88 ng/dl, respectively. Serum levels of glucose, CHO, and TG were quantified by using an Olympus AU2700 chemistry analyzer (Beckman Coulter Inc.). The immunoassay method was also used to determine serum levels of E2 and T by using the UniCel DxI 800 immunoassay system (Beckman Coulter Inc). Serum levels of leptin and IGF-I were determined by using rat immunoassays (Quantikine, R&D systems) according to manufacturer recommendations. The IGF-I and leptin assays included quality controls provided by the manufacturer, and the standard curves of the assays were performed in accordance with the manufacturer's provided samples. All the samples were assayed together and each sample was assayed in duplicate.

### Hepatic lipid analysis

Liver lipids were analyzed following the procedures detailed in Fabelo et al. [34]. Briefly, total lipids were extracted with chloroform/methanol (2∶1 v/v) containing 0.01% butylated hydroxytoluene (BHT) as an antioxidant. Lipid classes were separated by one-dimensional double-development high-performance thin-layer chromatography (HPTLC) using methyl acetate/isopropanol/chloroform/methanol/0.25% (w/v) KCl (5∶5∶5∶2∶1.8 by vol.) as the developing solvent system for the polar lipid classes and hexane/diethyl ether/acetic acid (22.5∶2.5∶0.25 by vol.) for the neutral lipid classes. Lipid classes were quantified by densitometry using a Shimadzu CS-9001PC spot scanner. Total and neutral lipid fractions were subjected to acid-catalyzed transmethylation for 16 h at 50°C using 1 ml of toluene and 2 ml of 1% sulfuric acid (v/v) in methanol. The resultant fatty acid methyl esters (FAME) were purified by TLC, and visualized by spraying with 1% iodine in chloroform [35]. FAME were separated, and quantified by using a Thermo gas chromatograph equipped with a flame ionization detector (250°C) and a fused silica capillary column Supelcowax TM 10 (30 m×0.32 mm I.D.). Individual FAMEs were identified by referring to authentic standards. Equal amounts of total lipids were used in all analyses. Throughout the manuscript, lipid nomenclature adhered LIPID MAPS classification system (http://www.lipidmaps.org/data/structure/index.html).

### RNA isolation, cDNA microarray, probe preparation, and hybridization

Total RNA was isolated by homogenization of frozen rat tissues using a polytrone PT-2000 (Kinematica AG) and TriReagent (Sigma, St. Louis, MO) according to the protocol supplied by the manufacturer. All samples were treated with RNAse-free DNase (Promega, Madison, WI). RNA yields were measured by UV absorbance and the quality of total RNA was analyzed by using a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). A microarray containing 27000 rat 70-mer oligo probe sets produced at the KTH Microarray Center (www.biotech.kth.se) was used to evaluate the effects of hypothyroidism and hormonal replacement in TXOX animals on liver gene expression. Five µg of high-quality total RNA from the liver were reversed-transcribed, labeled, and hybridized following the manufacturer's protocol (Pronto Plus System, Promega). After 16 h of hybridization, the slides were washed and scanned using the GenePix Microarray Scanner (Axon Instruments, CA). Four independent hybridizations were performed comparing individual animals from the different experimental groups for a total of 4 analyses.

### Microarray data processing and analysis

Image analysis was performed using the GenePix Pro 6.0 software (Axon Instruments, Union City, CA) as previously described [36]. The LOWESS (Locally Weighted Scatter Plot Smoother) method was used to normalize the raw intensity data [37]. If the measured probe sets were not present in at least 3 of the 4 chips, they were assumed to contain no information and therefore were eliminated to reduce data complexity. Differentially expressed genes were identified by using the SAM (Significance Analysis for Microarrays) statistical technique [38]. A *q* value was assigned for each of the detectable genes in the array. This value is similar to a *P*-value, measuring the lowest false discovery rate (FDR) at which differential expression of a gene is considered significant. A minimal FDR of 0.05 was assigned for each gene. In this work, a completed list of regulated genes is available as supplementary (S) files. An additional selection requirement was added to FDR based on absolute changes in the gene expression ratios. A value of 1.5 (50%) (log_2_ ratio ≥|0.58|) was chosen to describe ratios as up- or down-regulated. The microarray data discussed in this publication have been deposited in NCBÍs Gene Expression Omnibus [39] and are accessible through GEO Series accession number GSE50014 (www.ncbi.nlm.nih.gov/geo). Functional and system biological network analyses were performed on the basis of the Gene Ontology (GO) enrichment of differentially expressed genes in liver using DAVID [40], and the results were depicted using Cytoscape [41]. For the graphical representation, the significance cut-off was set to a *p* value <0.05 and a corrected *q* value (Benjamini) <0.1. GO graphs interpretation: node (inner circle) size corresponds to the number of genes up-regulated by GH or E2; node border (outer circle) size corresponds to the number of genes down-regulated by GH or E2; color of the node and border corresponds to the significance of the gene set for up or down regulated genes, respectively (dark red = significantly enriched, light red = enriched no significantly; grey = absent); edge size corresponds to the number of genes that overlap between the two connected gene sets. Green edges correspond to shared up-regulated genes and blue edges correspond to shared down-regulated genes.

### Analysis of gene expression by real-time quantitative-PCR (qPCR)

The mRNA expression levels of genes were measured using qPCR. Briefly, 2 µg of total RNA was treated with RNase-free DNase I (Promega) to remove genomic DNA and reverse transcribed using iScript (Bio-Rad) according to the manufacturer's instructions. Two µl of cDNA served as a template in a 20 µl qPCR reaction mix containing the primers and SYBR Green PCR Master Mix (Diagenode, Belgium). Quantification of gene expression was performed according to the manufacturer's protocol using ABI PRISM 7000 SD RT-PCR. A relative standard curve was constructed with serial dilutions (1∶1, 1∶10, 1∶100) using a pool of the cDNA generated from all animals used in the study. The amplification program consisted of 1 cycle of 95°C for 10 min, followed by 45 cycles of 95°C for 15 s, annealing for 10 s, and 72°C for 30 s. The fluorescent intensity was measured at a specific acquisition temperature for each gene. A dissociation protocol was performed to assess the specificity of the primers and the uniformity of the PCR generated products. The amplified PCR products were subjected to agarose electrophoresis to confirm their predicted size. Data were extracted and amplification plots generated with ABI SDS software. All amplifications were performed in duplicate, and C_t_ scores were averaged for subsequent calculations of relative expression values. The level of individual mRNA measured by qPCR was normalized to the level of the housekeeping gene cyclophilin by using the Pfaffl method [42]. Exon-specific primers (Table S1) were designed by the Primer 3 program [43].

### Statistical analysis

The significance of differences between groups was tested by one-way ANOVA, followed by post hoc comparisons of group means according to the GraphPad Prism 5 program (GraphPad Software, San Diego, CA). Statistical significance was reported if *P*<0.05 was achieved. For graphing purposes in the qPCR analysis, the relative expression levels were scaled so that the expression level of the INTACT group equaled one. Lipids classes and main fatty acids were additionally submitted to factor analysis by means of Principal Component Analysis (PCA) [44]. Variable extraction was carried out based on the proportion of total variance explained by two principal components. Factor scores for principal component 1 in multivariate analyses of lipid classes, and fatty acids from total and neutral lipid are depicted. Factor scores were further analyzed by one-way and to assess statistical differences between treatments and by two-way ANOVA to evaluate the combined effects of hormonal treatments and their interactions, as we have previously reported [45].

## Results

### Estradiol inhibits the effects of GH on somatotropic-liver axis and induces negative regulators of GH-STAT5 signaling and a female-pattern of gene expression in adult hypothyroid-orchidectomized rat liver

Upon sacrifice on PND94, biochemical hypothyroidism was shown, and significantly (*P* = 0.001) lower or undetectable serum levels of T3 (ng/dl) [36.17±5.43 (INTACT); 7.92±4.84 (TXOX); 1.48±2.14 (TXOXE2); 0 (TXOXGH); 0.14±0.33 (TXOXE2GH)] and T4 (ng/dl) [(1.90±0.17 (INTACT) *vs*. 0)] were found in all TXOX groups in comparison with the age-matched euthyroid control group (INTACT). Serum E2 levels (pg/ml) [6.33±5.57 (INTACT); 438.80±122.12 (TXOXE2); 363.10±107.95 (TXOXE2GH)] were increased (*P* = 0.001 *vs* INTACT) in E2-treated TXOX rats up to 5-10 times those observed in rats during pregnancy [46] or the proestrus phase of the reproductive cycle [12]. A first approach to assess the effects of E2 on TXOX rat liver was made through analysis of its influence on the somatotropic-liver axis. TXOX caused impaired growth, which was evident as a reduction in daily body weight gain (Fig. 1A). At the last measurement, on PND94, a significant difference (*P*<0.001) in body weight remained between INTACT (447±33 g) and TXOX (338±28 g) groups. Accordingly, TXOX showed reduced levels of hepatic IGF-I mRNA (Fig. 1B) and circulating IGF-I (Fig. 1C). Treatment of TXOX rats with GH, partially or totally, restored body weight gain (Fig.1A), liver IGF-I mRNA (Fig.1B), and circulating IGF-I (Fig.1C), whereas these effects were prevented in the presence of E2. Notably, E2 administration to TXOX rats increased hepatic IGF-I mRNA to the level of non-orchidectomized-hypothyroid (TX) rats (Fig.1B). Next, we carried out mRNA quantitative analysis of SOCS2, CIS, and FGF21, which are negative regulators of GHR-STAT5 signaling [47], [48]. E2 treatment of TXOX rats induced the mRNA expression of SOCS2 (Fig. 1D) and CIS (Fig.1E), but only to a fraction of the levels obtained after GH treatment. Indeed, when E2 was used in combination with GH, a 2-3-fold reduced mRNA expression levels of SOCS2 (Fig. 1D) and CIS (Fig.1E) were observed compared with GH treatment alone, again demonstrating the inhibitory actions of E2 on GH hepatic actions. In contrast, the positive effect of GH on FGF21 mRNA was not affected in the presence of E2 (Fig.1F). The level of SOCS3 mRNA was induced by hypothyroidism itself (Fig.1G), whereas neither hypothyroidism nor hormonal replacement altered SOCS5 (Fig.1H). Finally, we measured GH-regulated gene markers of liver sexual dimorphism [15]. Figure 1I shows that the mRNA expression level of CYP2C11, a male-specific gene, was completely abolished in TXOX liver, whereas it was recovered by intermittent GH replacement. In contrast, E2 prevented the GH-induced mRNA expression levels of CYP2C11 (Fig.1I) and CYP2C13 (Fig.1J). Unlike intermittent GH, E2 induced the female-specific CYP2C12 gene in TXOX liver (Fig.1K). Our microarray analysis (see below) also showed that male predominant genes (e.g., CYP2C11, CYP2C13, CYP2E1, alpha-2u-globulin) were down-regulated by E2, whereas female predominant genes (e.g., CYP2C12, CYP2A1, CYP2C7) were induced [15]. Overall, these findings demonstrate that E2 influences the transcription of GHR-STAT5 targeted genes and induces a female-pattern of gene expression in TXOX rat liver.

**Figure 1:**
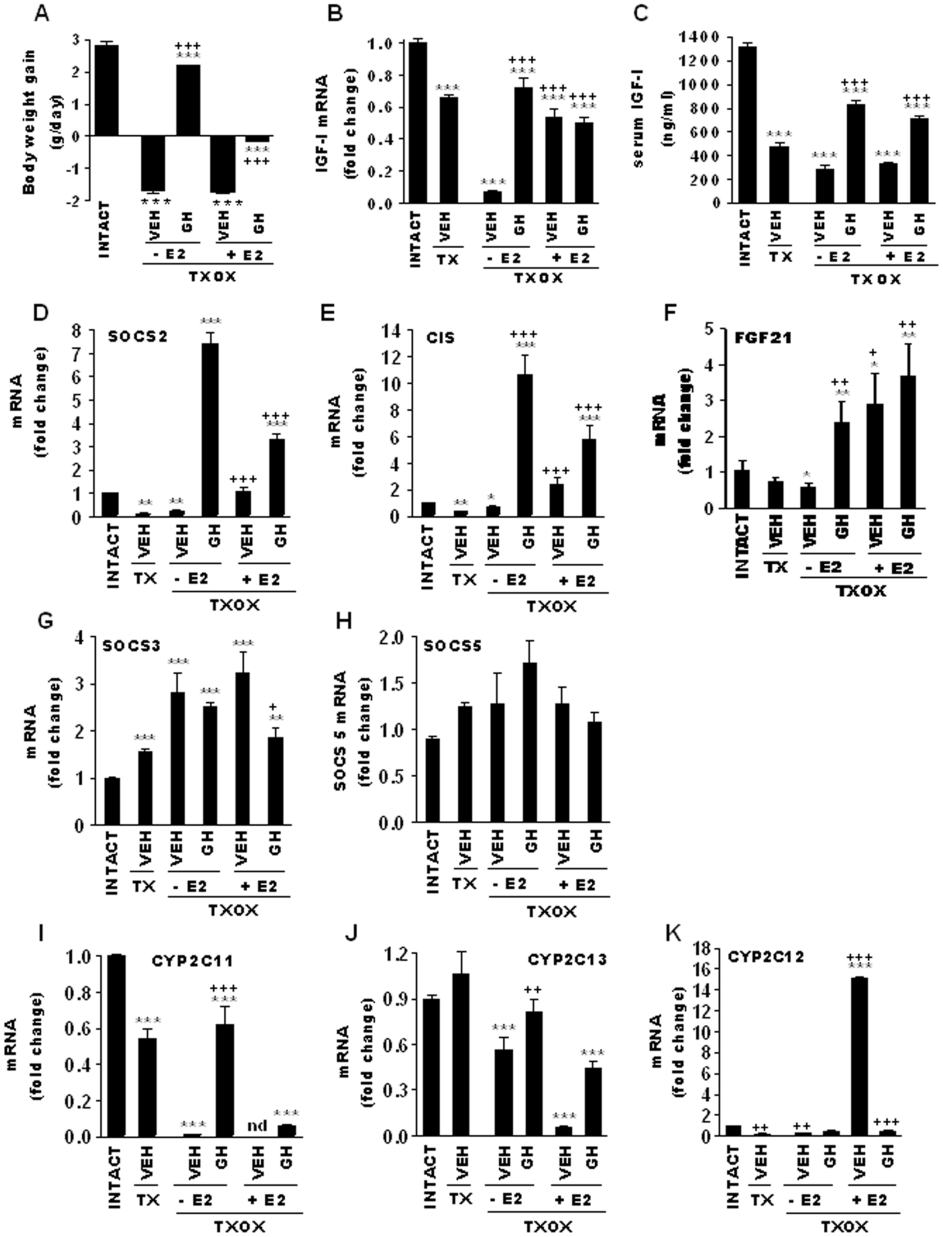
E2 inhibits the effects of GH on somatotropic-liver axis and induces negative regulators of GH-STAT5 signaling and a female-pattern of gene expression in hypothyroid-orchidectomized rat liver. Euthyroid testis-intact controls (INTACT) and hypothyroid-orchidectomized (TXOX) rats were described in Material and Methods. E2 or vehicle (VEH) administration to TXOX rats was performed for 20 days. Then, GH replacement during 7 days rats was carried out in TXOX in the absence (-E2) or in the presence (+E2) of E2. On PND90, body weight gain (A), hepatic IGF-I mRNA (B), circulating IGF-I (C), SOCS2 (D), CIS (E), FGF21 (F), SOCS3 (G), SOCS5 (H), CYP2C11 (I), CYP2C13 (J), and CYP2C12 (K) were measured by qPCR. Results are expressed as mean ± S.D. (n = 6). ***, P<0.001 for comparison with vehicle treated INTACT group; +, P<0.05, ++, P<0.01, +++, P<0.001 for comparison with vehicle treated TXOX group.

### Influence of estradiol on serum and hepatic lipids in hypothyroid-orchidectomized rats

The effects of E2 and GH on hepatic lipid composition were explored in TXOX rats by carrying out a quantitative analysis of lipid classes (Table 1) and fatty acids from total (Table 2) and neutral (Table 3) lipids. The development of a hypothyroid state in male rats was accompanied by altered circulating lipids: a 2-fold increase of total CHO and a 3-fold decrease of TG (Table 1). However, these changes were not prevented by E2 or GH replacement. Hypothyroidism increased the hepatic levels of CHO and decreased those of TG and diacylglycerols (DG) in comparison with the INTACT group (Table 1). However, the levels of free fatty acids (FFA) were not significantly affected by hypothyroidism, though the average values were lower than in the INTACT animals. Among fatty acids from neutral lipids (Table 3), TXOX rats contained increased levels of total saturated fatty acids (SFA) (due to the significant increase in18:0 content). Among monounsaturated fatty acids (MUFAs), 18:1n-9 (oleic acid), 16:1n-7 (palmitoleic acid), and 18:1n-7 (vaccenic acid) were all significantly reduced in neutral lipids (where these MUFAs are abundant) compared with INTACT animals. Interestingly, these changes paralleled the increase in 18:0. These findings suggest an alteration of Δ9 desaturase in TXOX animals. The most representative 18 carbon polyunsaturated fatty acids (PUFAs), 18:2n-6 (linoleic acid) and 18:3n-3 (linolenic acid) from total (Table 2) or neutral (Table 3) lipids, were unaffected in TXOX. Noticeably, TXOX rats exhibited increased levels of 20:4n-6 [arachidonic acid (AA)] and reduced levels of its elongated precursor 22:4n-6. This later effect on AA was a direct consequence of hypothyroidism and orquidectomy and could be restored by the hormonal therapies used here, especially when used in combination. Another physiologically relevant very long chain polyunsaturated fatty acid (VLCPUFA), namely 22:6n-3 (DHA), exhibited a significant reduction in total lipids from TXOX rats (Table 2). As expected, levels of essential fatty acids 20:4n-6 and 22:6n-3 in INTACT and TXOX animals were three-to-four times higher in total lipids than in neutral lipids, confirming their preferential location within membrane phospholipids. Moreover, the results from total lipids indicate that hypothyroidism and orquidectomy strongly affect the acylation of DHA-containing phospholipids in liver cells. These findings are physiologically relevant since depletion of membrane 22:6n-3 is known to severely impact physicochemical properties of cell membrane [45], [49].

**Table 1:** Effects of hormonal replacement on serum and hepatic lipid classes.

Lipid classes	INTACT		TXOX		TXOXE2		TXOXGH		TXOXE2GH	
	mean ± SEM		mean ± SEM		mean ± SEM		mean ± SEM		mean ± SEM	
Serum										
Glucose (g/dl)	141,2±4.7	a	126,8±6,2	ab	112,0±3,9	bc	107,7±7,1	bc	95,0±3,6	d
CHO (mg/dl)	67,2±3	a	126,5±10,1	b	141,2±12,9	b	129,3±12,9	b	143,5±6,4	b
TG (mg/dl)	133±16,3	a	44±5,1	b	52,6±7,5	b	43,8±6,5	b	77,3±7,3	b
Leptin (ng/ml)	2,8±0,5		2,6±1,1		1,1±0,4		2,1±0,3		1,2±0.6	
Hepatic (%)										
LPC	nd		nd		nd		nd		nd	
SM	0,9±0,0	a	1,0±0,0	a	0,5±0,0	b	0,7±0,2	ab	0,4±0,1	ab
PC	25,3±0,6	a	26,9±1,2	ab	30,6±0,6	b	28,5±0,7	ab	26,9±1,1	ab
PS	2,3±0,0	a	1,8±0,2	a	3,3±0,1	b	2,7±0,3	ab	2,9±0,2	ab
PG	5,5±0,1		5,3±0,3		5,3±0,3		4,5±0,5		5,6±0,4	
PE	17,4±0,3	a	18,1±0,6	a	16,1±0,5	ab	17,6±1,6	ab	13,5±0,5	b
PLE	0,8±0,2		0,4±0,0		0,3±0,1		0,3±0,0		0,3±0,1	
DG	1,7±0,3	a	0,9±0,2	b	0,6±0,1	b	1,8±0,1	a	1,7±0,2	a
CHO	14,7±0,7	bc	17,1±0,3	d	15,6±0,4	cd	13,2±0,2	b	11,3±0,7	a
FFA	7,9±0,5	b	7,1±0,9	b	1,8±0,3	a	2,5±0,5	a	2,0±0,3	a
TG	8,3±0,4	a	7,0±0,4	a	12,1±0,6	bc	11,5±1,0	bc	16,4±3,0	c
CE	4,1±0,3	a	4,6±0,1	a	6,0±0,1	b	6,5±0,1	b	9,5±1,1	c
										
TPL	63,2±0,6		62,9±1,7		63,7±0,9		64,6±0,7		59±2,8	
TNL	36,8±0,6		37,1±1,7		36,3±0,9		35,4±0,7		41±2,8	

Euthyroid testis-intact controls (INTACT) and hypothyroid-orquidectomized (TXOX) rats were performed as described in Material and Methods. Long-term administration of E2 (TXOXE2) or vehicle (VEH) to TXOX rats was performed for 20 days. Then, VEH (TXOX), E2 (TXOXE2), GH (TXOXGH) or E2 plus GH (TXOXE2GH) replacements were performed for additional 7 days. On PND90, the animals were sacrificed and serum and hepatic lipid classes were measured. Data are expressed as mean ± SEM for serum (n = 5) or hepatic (n = 5) independent samples (different animals) and each independent sample was tested twice. Values represent weight percent of total lipid. Values were submitted to ANOVA followed by post hoc Tukey's test. Values in the same row with different lowercase letters are significantly different with P<0.05.

**Table 2:** Effects of hormonal replacement on fatty acid composition from liver total lipids.

TOTAL LIPIDS	INTACT		TXOX		TXOXE2		TXOXGH		TXOXE2GH	
	mean ± SEM		mean ± SEM		mean ± SEM		mean ± SEM		mean ± SEM	
Fatty acids										
C 14: 0	0,5±0,1	ab	0,5±0,1	b	0,3±0,0	a	0,5±0,0	ab	0,3±0,0	ab
C 16: 0	19,8±0,5	ab	20,2±0,6	b	18,5±0,1	a	19,1±0,3	ab	18,5±0,6	a
C 16:1 n-9	0,3±0,0		0,4±0,0		0,3±0,0		0,4±0,0		0,3±0,0	
C 16: 1 n-7	2,2±0,4		1,4±0,1		1,6±0,1		1,5±0,3		1,7±0,2	
C 18: 0	13,2±0,2	a	15,8±0,4	c	14,5±0,2	b	14,7±0,2	b	12,7±0,3	a
C 18: 1 n-9	10,6±0,5	a	10,3±0,4	a	12±0,5	ab	10,4±0,5	a	13,9±0,6	b
C 18: 1 n-7	5,6±0,4	b	2,6±0,3	a	2,8±0,1	a	3,0±0,2	a	2,9±0,1	a
C 18: 2 n-6	15,8±0,9		18,2±0,7		19,1±0,3		17,1±0,9		18,7±0,9	
C 18: 3 n-6	0,2±0,0	a	0,8±0,1	b	1,4±0,1	c	0,6±0,0	b	1,3±0,3	abc
C 18: 3 n-3	0,3±0,0		0,3±0,0		0,4±0,0		0,3±0,0		0,3±0,1	
C 18: 4 n-3	0,0±0,0	a	0,0±0,0	ab	0,1±0,0	b	0,0±0,0	ab	0,1±0,0	b
C 20: 3 n-6	0,7±0,0	b	1,2±0,2	c	0,4±0,0	a	0,8±0,0	b	0,5±0,0	a
C 20: 4 n-6	19±0,9	ab	18,1±0,2	a	17,5±0,2	a	20,2±0,4	b	18,8±1,4	ab
C 20: 5 n-3	0,2±0,0	a	0,4±0,1	b	0,4±0,0	b	0,3±0,1	ab	0,2±0,1	ab
C 22: 4 n-6	0,8±0,1		0,5±0,0		0,7±0,1		0,8±0,1		0,6±0,1	
C 22: 5 n-6	1,0±0,2		0,5±0,0		1,0±0,1		0,8±0,1		0,8±0,1	
C 24: 0	0,4±0,0	a	0,6±0,0	b	0,6±0,0	b	0,6±0,1	b	0,5±0,1	ab
C 22: 6 n-3	4,4±0,2	b	3,4±0,2	a	4,0±0,0	ab	4,4±0,3	b	4,2±0,1	b
Totals										
SFA	35,3±0,3		38,7±0,8		35,2±0,2		36,1±0,4		33,2±0,6	
MUFA	19,6±1,1	b	17,3±1,9	a	17,3±0,4	ab	16,1±0,9	a	19,5±0,7	b
PUFA	43,7±1,5		43,2±2,0		46,9±0,3		47,0±10,9		46,9±0,8	
VLCPUFA	27±0,7		24,5±1,2		25,6±0,4		28,5±0,7		26,1±1,6	

Euthyroid testis-intact controls (INTACT) and hypothyroid-orquidectomized (TXOX) rats were performed as described in Material and Methods. Administration of E2 (TXOXE2) or vehicle (TXOX) to TXOX rats was performed for 20 days. Then, VEH (TXOX), E2 (TXOXE2), GH (TXOXGH) or E2 plus GH (TXOXE2GH) replacements were performed for additional 7 days. On PND90, animals were sacrificed and the liver extracted for fatty acid analyses as described in Material and Methods. Data are expressed as mean ± SEM for 5 independent samples (different animals) and each independent sample was tested twice. Values represent weight percent of total lipid. Values were submitted to ANOVA followed by post hoc Tukey's test. Values in the same row with different lowercase letters are significantly different with P<0.05.

**Table 3:** Effects of hormonal replacement on fatty acid composition from hepatic neutral lipids.

NEUTRAL LIPIDS	INTACT		TXOX		TXOXE2		TXOXGH		TXOXE2GH	
	mean ± SEM		mean ± SEM		mean ± SEM		mean ± SEM		mean ± SEM	
Fatty acids (%)										
C 14: 0	1,0±0,1	b	1,0±0,1	b	0,5±0,0	a	0,9±0,1	ab	0,6±0,1	ab
C 16: 0	25,2±0,8	b	25,4±1,0	b	22,2±0,4	ab	22,9±0,6	ab	21,6±1,1	b
C 16:1 n-9	0,6±0,1	ab	0,7±0,0	b	0,5±0,0	a	0,7±0,0	ab	0,5±0,0	ab
C 16: 1 n-7	4,1±0,8		2,5±0,1		2,8±0,2		2,8±0,5		3,3±0,6	
C 18: 0	4,3±0,3	ab	7,7±0,7	c	4,2±0,2	ab	5,2±0,5	b	3,3±0,3	a
C 18: 1 n-9	22,1±1,0	b	18,3±0,8	a	22,6±0,8	b	20,6±1,0	ab	26,1±0,3	c
C 18: 1 n-7	6,3± 0,7	b	3,3±0,3	a	3,1±0,1	a	3,5±0,3	a	3,7±0,2	a
C 18: 2 n-6	20,9±1,7	b	22,3±1,3	ab	25,2±0,8	a	23,3±1,7	ab	25,1±0,8	a
C 18: 3 n-6	0,2±0,0	a	1,1±0,1	b	2,3±0,1	c	1,1±0,1	b	1,8±0,5	abc
C 18: 3 n-3	0,7±0,1		0,7±0,1		0,8±0,0		0,7±0,1		0,8±0,1	
C 18: 4 n-3	0,0±0,0	a	0,1±0,0	abc	0,3±0,0	b	0,1±0,0	abc	0,2±0,0	c
C 20: 3 n-6	0,4±0,0	b	0,6±0,1	c	0,3±0,0	a	0,6±0,0	bc	0,5±0,1	bc
C 20: 4 n-6	5,6±0,8	a	8,6±0,3	b	7,3±0,3	ab	7,8±0,5	ab	6,0±1,2	ab
C 20: 5 n-3	0,3±0,0		0,4±0,1		0,5±0,1		0,5±0,2		0,3±0,1	
C 22: 4 n-6	1,0±0,2		0,5±0,1		0,7±0,1		1,2±0,2		0,7±0,1	
C 22: 5 n-6	0,6±0,1	a	0,3±0,1	a	0,4±0,1	ab	0,6±0,0	b	0,3±0,0	a
C 22: 6 n-3	1,5±0,2	b	1,2±0,1	ab	1,1±0,0	ab	1,4±0,2	b	0,8±0,1	a
C 24: 0	0,5±0,1	a	1,0±0,1	b	0,9±0,1	b	0,9±0,1	b	0,5±0,2	a
Totals										
SFA	32,1±0,8	b	36,5±1,2	c	28,9±0,3	ab	31,2±1,2	b	27,1±0,7	a
MUFA	34,4±2,3	b	25,8±1,1	a	29,8±0,8	ab	28,5±1,7	ab	34,6±0,8	b
PUFA	32,5±3,0		37,1±1,6		40,5±0,9		39,2±2,1		37,8±1,2	
VLCPUFA	10,1±1,4		12,6±0,4		11,2±0,5		13,0±0,7		9,5±1,4	

Euthyroid testis-intact controls (INTACT) and hypothyroid-orquidectomized (TXOX) rats were performed as described in Material and Methods. Administration of E2 (TXOXE2) or vehicle (TXOX) to TXOX rats was performed for 20 days. Then, VEH (TXOX), E2 (TXOXE2), GH (TXOXGH) or E2 plus GH (TXOXE2GH) replacements were performed for additional 7 days. On PND90, animals were sacrificed and the liver extracted for fatty acid analyses as described in Material and Methods. Data are expressed as mean ± SEM for 5 independent samples (different animals) and each independent sample was tested twice. Values represent weight percent of total lipid. Values were submitted to ANOVA followed by post hoc Tukey's test. Values in the same row with different lowercase letters are significantly different with P<0.05.

E2 treatment in TXOX rats brought about an important reduction in total SFA compared with the TXOX group, this effect was due to the significant reduction in 14:0 (myristic acid), 16:0 (palmitic acid), and 18:0 (stearic acid) from both total (Table 2) and neutral (Table 3) lipids. In parallel to these changes, FFA as a lipid class and DG were dramatically reduced by more than 75% and 38%, respectively, whereas TG increased significantly by 72% in comparison to TXOX rats. It is worth mentioning that E2 did not alter VLCPUFA metabolism in terms of the levels of 20:4n-6, 20:5n-3, and 22:6n-3, which remained similar to the values for neutral and total lipids in the TXOX group. However, E2 increased the levels of the essential n-6 precursor 18:2n-6 (but not the essential n-3 precursor 18:3n-3) in neutral lipids. Noticeably, E2 treatment partly reversed the effects of hypothyroidism on MUFAs. Thus, E2 significantly increased levels of 18:1n-9 (and also those of 16:1n-7 acid though to a lower extent) in total and neutral lipids (Table 2 and 3, respectively), which, together with the reductions in 16:0 and 18:0, point to an upregulation of stearoyl-CoA desaturase (Scd) genes in response to E2. Overall, these changes indicate that E2 stimulates β-oxidation of SFA in the liver while it increases the depots of n-6 polyunsaturated precursors in TG. Regarding other lipid classes, namely, CHO, CHO esters (CE), and phospholipids, we observed that E2 slightly reduces hepatic CHO levels (yet not statistically significant) compared with TXOX but induces a significant increase in the formation of CE (32% and 47% over TXOX and INTACT groups, respectively). This effect on CE formation is independent of hypothyroidism but totally determined by E2 and likely reflects an up-regulation of acyl:cholesterol acyltransferase (ACAT) activity (see discussion).

To some extent, GH administration to TXOX rats resembled the effects of E2 on hepatic lipid composition described above. Thus, GH increased TG and decreased FFA hepatic contents compared with TXOX rats. However, the levels of DG were notably increased by GH treatment in the TXOX group compared with the vehicle- or E2-treated TXOX group (Table 1). TG levels were also increased in serum from GH-treated rats (Table 1). Compared with the TXOX group, the hepatic levels of 18:0, 16:0 and total SFA in neutral lipids (Table 3) were reduced in GH-treated animals. Interestingly, unlike in E2-treated animals, the levels of 18:0 and 16:0 in neutral and total lipids in GH-treated rats approached those observed in INTACT animals. Taken together, these data suggest that GH induces a lipogenic effect in hypothyroid animals by mobilizing SFAs as FFA→DG→TG. Furthermore, when compared with vehicle- or E2-treated TXOX group, GH treatment induced a significant increase in 20:4n-6 and 22:6n-3 in total lipids (Table 2), which is reflected in the high levels of VLCPUFA observed in this group of animals. Because these later effects on LCPUFA were not observed in neutral lipids, the results point to a significant effect of GH on phospholipid remodeling, though the effect of E2 in modulating phospholipid acylation-reacylation has been established [34], similar effects induced by GH or by the combined treatment E2+GH represent a novel finding. Finally, CHO levels in the GH-treated TXOX group were returned to values observed in the INTACT group, but as in the E2-treated TXOX group, an increased CE level was present in response to GH (Table 1).

In the presence of E2, GH gave rise to a complex hepatic lipid phenotype. Thus, total SFA, 14:0, 16:0, and 18:0 in total lipids (Table 2), were reduced compared with TXOX and reached the levels observed in INTACT animals. In neutral lipids (Table 3), however, the contents of these fatty acids were significantly lower than in TXOX. Among VLCPUFA, AA was also decreased well below TXOX animals to values similar to those found in the INTACT group in neutral lipids (Table 3), while as in the TXOXGH group, DHA was significantly increased in the phospholipids of the TXOXE2GH group to achieve the levels in INTACT animals. A striking effect of the combined effects of E2 and GH is the complete restoration of MUFA levels from total and neutral lipids, an effect attributable to the increase in 18:1n9, likely through alteration of Δ9 desaturase expression. Interestingly, the combined E2+GH treatment gave raise to significantly higher MUFA levels compared to E2 and GH treatments individually. Given that MUFA levels of in GH-treated rats were identical to those in TXOX rats, and that E2 treatment increased MUFA (especially 18:1n-9) as compared for GH, the results suggest a permissive action of GH on E2 effect. We have described above that E2 and GH increased hepatic CHO and CE, but the combined effect of the two hormones seemed to be additive with regard to CE, because its levels doubled those found in INTACT animals and were approximately 30% higher than in the E2 and GH groups (Table 1). Conversely, in the presence of E2, GH reduced the hepatic CHO content compared not only to the TXOX group but also in relation to the E2- or GH-treated TXOX groups, indicating an antagonistic hormonal interaction. Finally, the significant increase in hepatic TG by GH in the presence of E2, with the largest content among all groups (>96% compared with the INTACT and >133% compared with the TXOX group), points to a substantial stimulation of hepatic lipogenesis by the combination of E2 and GH.

Finally, we performed PCA to identify data that discriminate groups. Figure 2 shows the outcomes of PCA on lipid profiles for lipid classes and total and neutral lipids. For lipid classes (Fig. 2A), PC1 (principal component 1) was positively related to FFA, CHO, sphingomyelin (SM) and phosphatidylethanolamine (PE), and negatively correlated with CE and TG. On the other hand, for fatty acids from neutral (Fig. 2C) and total (Fig. 2B) lipids, PC1 was negatively related to C18 PUFA (18:2n-6, 18:3n-6 and 18:3n-3) in total lipids, and positively to saturated (14:0, 15:0 and 16:0) and n-7 MUFA. Therefore, PCA allowed a substantial simplification of lipid data for group discrimination. When we computed factor scores 1 and 2 from PC1 to obtain a group simplification for lipid classes (Fig. 2A) and fatty acids from total (Fig. 2B), and neutral lipids (Fig. 2C), these results allowed a neat discrimination between HRT conditions for all three analyses. INTACT rats are represented by a discrete cluster whereas the effects of E2 or GH on TXOX rats can be distinguished from the untreated TXOX group and display some degree of overlap with the combined E2 and GH treatments. Thus, in contrast with somatic growth in which E2 clearly prevented GH actions, the quantitative lipid analysis displays a more complex picture of the molecular changes induced by the different hormonal treatments. The E2 and GH effects on lipid contents display significant similarities but also treatment-dependent specific effects, such those leading to the regulation of DG content by GH.

**Figure 2:**
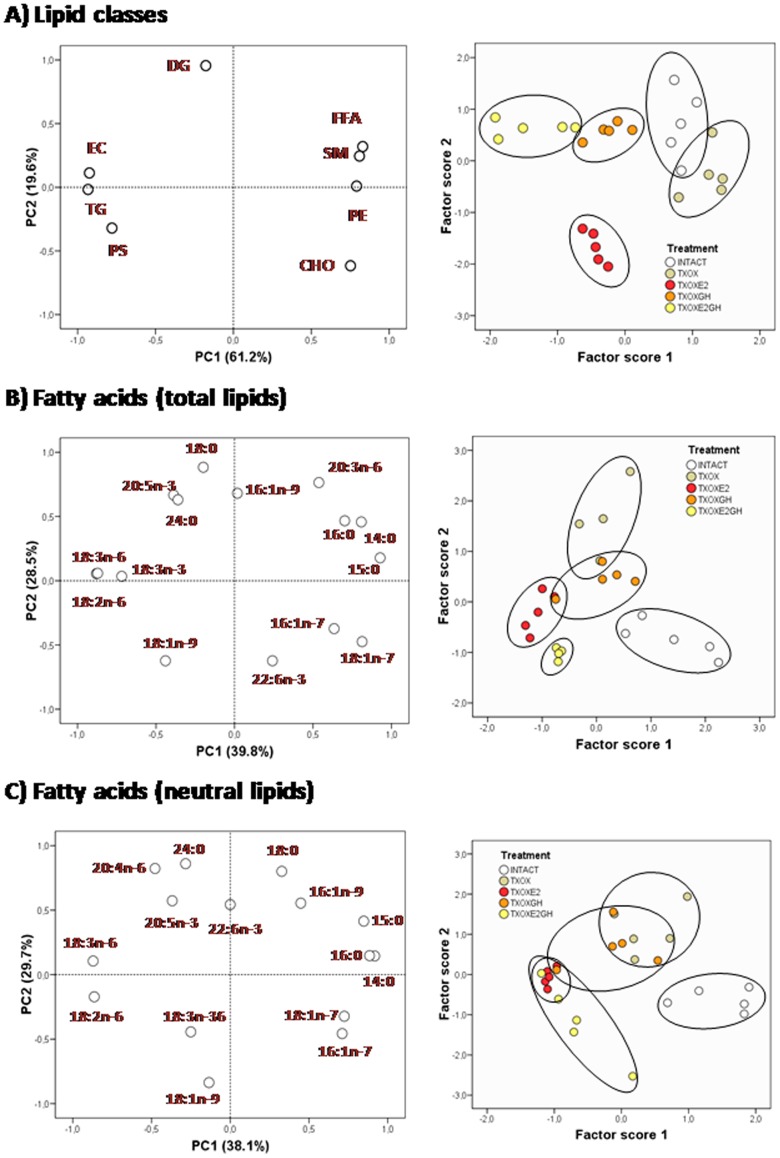
Principal component analysis for liver lipid composition. (A) Lipid classes, (B) Total lipids and (C) Neutral lipids. Left panels represent the factor loadings of principal components 1 (PC1) and 2 (PC2), and right panels the factor scores plots for PC1. Percent values in parentheses indicate the proportion of overall variance explained by each principal component. Each ellipse denotes a hormonal cluster. SM: sphingomyelin, PS: phosphatidylserine, PE: phosphatidylethanolamine, CHO: cholesterol, SE: sterol esters, FFA: free fatty acids, DG: diacylglycerols, TG: triacylglycerols.

### Estradiol influences liver transcriptome in hypothyroid male rats

Next, we performed a genome wide gene expression analysis to better understand the influence of E2 on liver physiology. This experiment identified 634 genes that were differentially regulated in TXOX rats after E2 treatment (Table S2). 

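Hepatic RNA of TXOX rats given E2 was compared with that of TXOX rats on 4 arrays, each with an individual E2-treated animal. E2 benzoate was injected on weekdays at 50 µg/kg over 20 days and a further 7 days. On every array the E2-treated sample carried Cy5 and the TXOX sample Cy3, so an effect of the dye on a probe cannot be separated from an effect of the treatment. The deposited GenePix Pro 6.0 intensities were corrected for background and normalized by a global loess within each array. Of 27094 spots with a probe, 19343 to 20882 were unflagged on these arrays, and the median ratio of foreground to local background was 1.4 to 1.91 in Cy5 and 1.59 to 1.93 in Cy3. Probes with a value on at least 3 of the 4 arrays were tested with limma against a log2 ratio of 0, in 1 fit over the 12 arrays of the 3 treatments. A probe was counted as changed at an adjusted p under 0.05 and a log2 ratio of at least 0.58 in size. The files do not pair probes with genes, so the counts are of probes.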

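E2 changed 1193 of the 19289 probes tested, and 3597 passed the adjusted p of limma when no fold threshold was set. Without E2 replicates 1 to 4 in turn, 2323, 2038, 1490 and 2369 passed. At the fold threshold, 480 were called with SAM, 665 in the authors' table of ratios, 792 without background correction and 2482 with background subtracted. Probe Rn30019674 had the largest rise among probes above local background in both channels on the 4 arrays, a log2 ratio of 3.20 (standard error 0.204, limma-adjusted p = 9.43e-08) that was positive on each array. The largest fall by the same criteria was that of probe Rn30012333, with a log2 ratio of −2.43 (standard error 0.272, limma-adjusted p = 6.11e-05). The condition on local background was added after the values were seen, and among all changed probes ratios reached 3.85 and −4.45. The 2 named probes moved the same way after GH (1.56 and −1.65) and after E2 plus GH (2.56 and −2.6), as an effect of the dye would also do.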

Next, we identified the active biological processes from expression profiles by GO enrichment analysis [40] and system biological network [41] analysis. 

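Among the probes changed by E2, 595 were higher and 598 were lower than in TXOX liver. The median log2 ratio was 0.71 for the higher probes and −0.69 for the lower ones, with median standard errors of 0.159 and 0.15. All measured arrays had the same sign for 574 of the higher and 577 of the lower probes. A change of 2-fold or more was seen in 74 higher and 66 lower probes.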

GO enrichment analysis of the 352 genes up-regulated by E2 revealed a significant over-representation of genes related to fatty acid metabolism whereas among the 282 down-regulated genes, over-representation of genes involved in steroid and xenobiotic metabolism was observed (Fig. 3). Accordingly, the genes up-regulated by E2 were clustered in cellular pathways (KEEG) related to the PPARα signaling (P = 1,4E-05; Bonferroni  = 0.002) and biosynthesis of unsaturated fatty acids (P =  8,2E-04; Bonferroni  = 0.02). Among the genes up-regulated by E2 we observed PPARα and PPARα target genes [48], [50] such as CYP4A1, CYP4A3, FGF21, carnitine palmitoyltransferase 2 (CPT-2), Scd1, LCFA-CoA ligase 4, acyl-CoA oxidase (ACOX1), acyl-CoA synthetase (ACS), fatty acid translocase (FAT/CD36), angiopoietin-like 4 (ANGPTL4), ELOVL5, and BAAT. The fatty acid desaturases FAD6 and FAD1 were also upregulated by E2. In contrast, genes involved in the metabolism of C21-steroid hormones (P = 1,6E-05; Bonferroni  = 0.001), metabolism of xenobiotic by cytochrome 450 (P =  1,2E-04; Bonferroni  = 0.006), glutathione (P = 0.002; Bonferroni  = 0.04), and androgen and estrogen (P = 0.002; Bonferroni  = 0.05) were significantly down-regulated by E2 [i.e., aldo-keto reductase 1D1 (Akr1d1), epoxide hydrolase 1; glutathione S-transferases (GST) (mu 2, mu 3, mu 4, mu 7, pi 1), CYP3A18, CYP2C23, CYP2E1, CYP17A1, 3β-HSD, 11β-HSD1, and estrogen sulfotransferase (SULT1E)]. 

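The E2 effect varied with the place of a probe on the slide. The 48 printed blocks took up 33.7% of the variance of the log2 ratios after E2, against 0.26% when probes were assigned to blocks at random. When the loess was fitted within each printed block, E2 changed 411 probes, 215 higher and 196 lower. For its conclusion on the E2 arrays, the paper reasons from the changed genes and from the GO terms and cellular pathways enriched among them.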

Overall, these results reveal an extensive re-programing of liver's transcriptome by long-term E2 treatment of TXOX rats, particularly genes involved in the metabolism of fatty acids and endo-xenobiotics.

**Figure 3:**
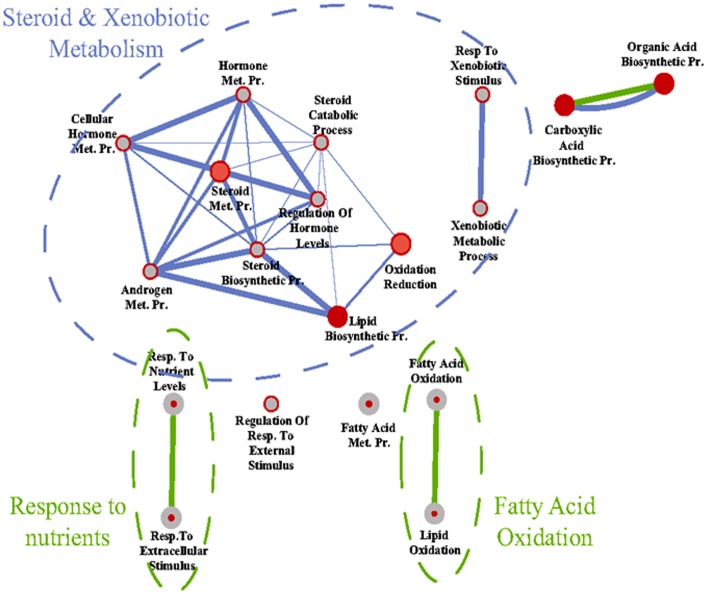
System biological network analyses of the effects of E2 on liver transcriptome in hypothyroid-orchidectomized rats. The genes differentially-expressed in the livers were identified by DNA microarrays as described under Material and Methods. Then, functional and system biological network analysis were performed on the basis of the GO enrichment of differentially-expressed genes in liver using DAVID, and the results depicted using Cytoscape. Node (inner circle) size corresponds to the number of genes up-regulated by E2; node border (outer circle) size corresponds to the number of genes down-regulated by E2; color of the node and border corresponds to the significance of the gene set for up or down regulated genes, respectively (dark red  =  significantly enriched, light red  =  enriched no significantly; grey  =  absent); edge size corresponds to the number of genes that overlap between the two connected gene sets. Green edges correspond to shared up-regulated genes and blue edges correspond to shared down-regulated genes.

### Estradiol influences GH-regulated liver transcriptome in hypothyroid male rats

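RNA from the liver of TXOX rats given GH at 0.3 mg/kg per day for 7 days, without or with E2, was compared with that of TXOX rats on 4 arrays per treatment. The dyes, the normalization and the test were those of the E2 arrays, and the treated sample again carried Cy5. Unflagged spots with a probe numbered 21261 to 22346 on the GH arrays and 19130 to 20930 on the arrays of E2 plus GH. The median ratio of foreground to local background in Cy5 was 1.82 to 2.69 after GH and 1.54 to 1.81 after E2 plus GH. The number of arrays limits the precision of these ratios.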

Finally, we performed a genome wide gene expression analysis to better understand the interplay between E2 and GH in liver. 

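GH changed 712 of 20984 probes, 431 of them higher and 281 lower, and 1472 passed the adjusted p of limma without the fold threshold. When GH replicates 1 to 4 were left out in turn, 1087, 629, 631 and 512 passed. The median log2 ratio was 0.76 among the higher and −0.71 among the lower probes. Probe Rn30008458 had a log2 ratio of 4.83 (standard error 0.568, limma-adjusted p = 8.82e-05), the highest among probes above local background. Its spot was saturated on 3 of the 12 arrays, so its ratio and rank are not exact, and without the condition on background ratios reached 5.27. Among the same probes Rn30012333 had the lowest log2 ratio, −1.65 (standard error 0.271, limma-adjusted p = 0.00179), and without the condition ratios fell to −2. When the loess was fitted within each printed block, GH changed 363 probes.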

We first defined the gene expression changes induced by GH replacement in TXOX rats (Table S3). Second, we analyzed the similarities in gene expression changes induced by treatment with E2 or GH in TXOX rats and identified 869 significantly (FDR <5%) regulated transcripts in both cases. 

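At an adjusted p under 0.05 from limma and without a fold threshold, 674 probes were changed by both E2 and GH. Of these, 404 were higher after both treatments and 248 were lower after both. The number expected for independent lists, from the 18879 probes tested in both comparisons, was 76.4 higher and 57 lower. With the fold threshold, the lists shared 113 higher probes, against 12.1 expected, and 58 lower probes, against 8.5 expected. Both lists are ratios to the same group of TXOX animals, which can raise their overlap above that of independent lists. In 20 simulations of unchanged groups that share these animals at most 0 probes passed in both. With no changed probes, these simulations cannot show how far the sharing raises the overlap of such lists. Without 1 array, the 674 became as few as 235 (without GH replicate 4).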

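Over the 674 probes changed by both treatments, Spearman's rank correlation of the E2 and GH effects was 0.769. It was 0.501 over the 136 probes that passed in both with SAM, 0.635 when each comparison was fitted on its own arrays, and 0.238 and 0.153 between contrasts of the treatments in which an effect of the dye cancels. The last 2 values are from probes chosen on the arrays measured, where simulated dye alone gave 0.176 to 0.231. With probes chosen on other arrays (a median of 21), those contrasts correlated by −0.228 on average, from −0.682 to 0.347. A bias of the dye is thus not excluded. The correlation of the E2 and GH effects was 0.529 among the probes raised by both and 0.442 among those lowered by both. These are correlations across probes, which are not independent replicates, so no p is given. E2 arrays 1 and 2 with GH arrays 3 and 4 gave 0.744, and the reverse division gave 0.699. Over the 18879 probes tested in both, the correlation was 0.535, against 0.455 in simulated groups without any effect that share their TXOX animals. The covariance of the effects was 0.0486, against 0.0127 in the simulation. The simulation assumed that arrays of the same number share a TXOX animal, and that this animal makes up as much of the residual variance as all else. Its correlation and common sign follow from that assumption, which was not measured. Deviations of E2 and GH arrays of the same number correlated by −0.146 to 0.201. E2 replicates 2 and 4 deviated most like GH replicates 3 and 2 (0.108 and 0.312). The 2 divisions of the arrays above thus do not keep such arrays apart.

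**Figure D1:**
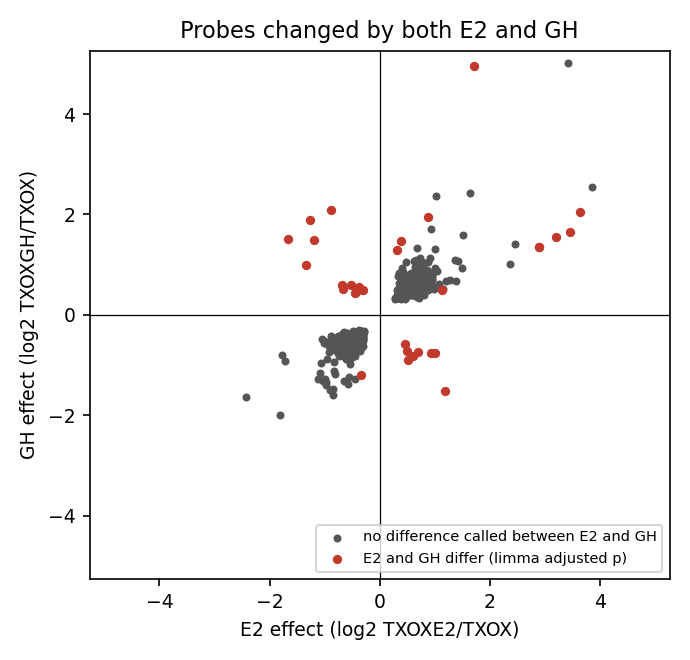
Effects of E2 (x axis) and GH (y axis) as log2 ratios to TXOX for the 674 probes changed by both, 1 point per probe. Most points lie in the quadrants where both effects have the same sign, and the 33 probes that differ between E2 and GH are drawn in red.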

A Spearman rank correlation test comparing the E2 and GH effects on these genes yields a positive correlation (r = 0.6287; *P*<0.0001) indicative of strong similarities between E2 and GH effects in the TXOX liver. Accordingly, 94% of these genes were regulated by E2 and GH in the same direction. 

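In these data 96.7% of the probes changed by both treatments moved in the same direction. The exceptions were 8 probes raised by E2 and lowered by GH, and 14 lowered by E2 and raised by GH. Over all probes tested in both comparisons 70.2% had the same sign, and 66.2% did in the simulation of unchanged groups, under its assumption on shared TXOX animals. With the loess fitted within each printed block, 121 probes passed in both comparisons and 88.4% of them moved in the same direction. The paper reasons from the correlation and the common direction that E2 and GH have similar effects in TXOX liver.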

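E2 plus GH changed 716 of 18935 probes relative to TXOX, 297 higher and 419 lower. Without the fold threshold 1611 passed the adjusted p of limma. When E2 plus GH replicates 1 to 4 were left out in turn, 830, 654, 1815 and 831 passed, so the count rose without replicate 3. The median log2 ratio was 0.76 for the higher and −0.73 for the lower probes.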

Third, we obtained transcription profiles from TXOX rats simultaneously treated with both E2 and GH (Table S4). 

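Of 411 probes raised by GH and also tested after E2 plus GH, 159 (38.7%) were called higher after E2 plus GH. Of 264 probes lowered by GH, 123 (46.6%) were called lower after E2 plus GH. Both are ratios to the same group of TXOX animals, on arrays that the data pair, so lists of this kind are not independent. Over the 18695 probes tested in both, the GH and E2 plus GH effects correlated by 0.61 across probes. In simulated unchanged groups that share TXOX animals it was 0.456, under the same assumption as for E2 and GH. No probe was called in opposite directions. A probe that passes the threshold in only 1 of the treatments is not thereby shown to differ between them, and the difference itself was tested separately.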

A comparative analysis of genes with altered expression levels in TXOXGH or TXOXE2GH groups revealed considerable reduction in the presence of E2 of the effects induced by GH in TXOX rats (Fig. 4A–B). This was a general phenomenon that affected a large fraction of GH-regulated genes. Accordingly, in the absence of E2, the average expression changes (log_2_) across four independent hybridizations were 0.98±0.04 and −0.82±0.02 for GH-induced (Fig. 4C) and GH-repressed (Fig. 4D) genes, respectively, whereas the average fold regulation for the same set of genes in the presence of E2 was 0.60±0.05 (Fig. 4C) and −0.61±0.04 (Fig. 4D). These differences were significant (*P*<0.001) and demonstrate an inhibition by E2 of the hepatic response to GH treatment. 

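With E2, the log2 ratio was lower for 348 of the GH-raised probes (84.7%) and higher for 196 of the GH-lowered probes (74.2%). The sign changed for 13 and 7 of them. Since the probes were chosen on the GH arrays, their ratios on other arrays tend to be closer to 0 whether or not E2 acts. These shares are therefore no evidence of an action of E2. In the direct comparison of E2 plus GH with GH, limma called 0 of 18695 probes, and 1116 had an unadjusted p under 0.05, while SAM called 2. Unchanged probes also pass that unadjusted level, at a rate of 0.05, so the 1116 are not a count of differences. Arrays with the same replicate number deviated together in these groups, and with the replicate number as a block on their 8 arrays limma called 74 probes, 23 higher and 51 lower with E2. This fit was chosen after the values were seen, and the blocked fits over all 12 arrays, chosen before, called 0 with a fixed and 2 with a random block. Of the 74, 25 were GH-raised, 18 of them lower with E2, and 8 were GH-lowered, 6 of them higher with E2, with the same selection on the GH arrays.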

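The mean log2 ratio of the GH-raised probes was 0.948 ± 0.128 after GH and 0.685 ± 0.025 after E2 plus GH (SD, n = 4 arrays). For the GH-lowered probes it was −0.803 ± 0.071 after GH and −0.618 ± 0.110 after E2 plus GH (SD, n = 4 arrays). The mean after E2 plus GH was 72.3% of that after GH for the raised and 77% for the lowered probes.

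**Figure D2:**
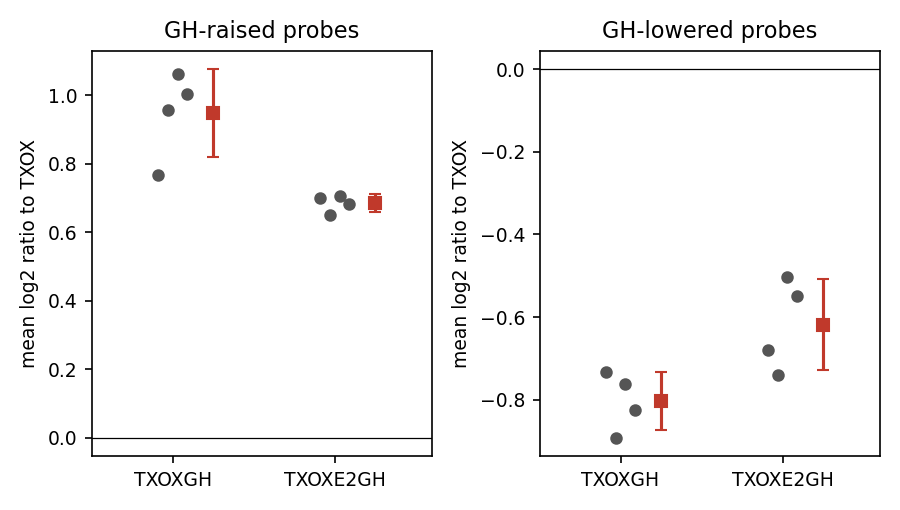
Mean log2 ratio to TXOX over the GH-raised (left) and GH-lowered (right) probes on each array (grey points), with the mean and SD of 4 arrays (red). For the raised probes the GH arrays lie between 0.767 and 1.063 and the arrays of E2 plus GH between 0.651 and 0.707.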

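The difference between the means was −0.263 for the GH-raised probes (exact two-sided permutation test over arrays, p = 0.0286, the smallest that 4 arrays against 4 allow). For the GH-lowered probes it was 0.185 (same exact test, p = 0.0571). This test takes the arrays as unpaired. With GH and E2 plus GH arrays of the same number as pairs, the raised probes differed by −0.067, −0.306, −0.356 and −0.321 and the lowered by 0.053, 0.152, 0.258 and 0.275 (exact two-sided test over pairs, p = 0.125 for each, the smallest that 4 pairs allow). The probes were chosen on the GH arrays, which by itself favours larger means there. When probes were chosen on 2 of the GH arrays and compared on the other 2, the mean difference over the 6 ways was −0.137 for raised probes (from −0.321 to 0.004) and −0.006 for lowered probes (from −0.074 to 0.068). With probes chosen on the arrays of E2 plus GH, the sign was reversed, 0.146 for raised (exact p = 0.143) and −0.312 for lowered probes (exact p = 0.0286). With loess within each printed block, the raised probes differed by −0.234 (exact p = 0.0571). From the smaller mean changes, the paper concludes that E2 inhibits the response of the liver to GH. Apart from the arrays, it also reports that E2 prevented effects of GH on body weight gain, IGF-I and the male-specific gene CYP2C11. Those measurements were not re-analysed here.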

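In a moderated F-test of limma over the 3 treatments, 184 of 17858 probes differed at an adjusted p under 0.05. Of these, 87 were changed by GH relative to TXOX, 63 raised and 24 lowered. Among the 87, 80 differed between E2 and GH at the adjusted p of limma, while 0 differed between E2 plus GH and GH, where 36 had an unadjusted p under 0.05. E2 and GH differed for 209 of 18879 probes and E2 plus GH and E2 for 144 of 17937. Leaving out 1 array lowered these counts to as few as 82 (F-test, without E2 replicate 3), 114 (E2 and GH, without E2 replicate 3) and 42 (E2 plus GH and E2, without E2 plus GH replicate 1). With the replicate number as a fixed or random block, the F-test called 287 or 304, E2 and GH differed for 299 or 325, and E2 plus GH and E2 for 237 or 239. These blocks group the E2 arrays by a number that was not taken to pair them. The count for E2 plus GH and E2 was 67 with scaling between arrays, 70 on its own arrays and 87 with loess within each printed block.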

Finally, SAM multiclass analysis [38] identified genes regulated by GH whose mean expression values were significantly different from those in E2- or E2 plus GH-treated TXOX rats (Fig. 4E and 4F and Table S5) (e.g., Snapc2, SLC13A2, Apo-H, TNFR, SULT1E1, CYP2C11, CYP2C12, EGFR, Hsd3b6, SPI, alpha 2u-globulin, FTO, Acacb, PPARα, ACOX1, SOCS5, Akr1c14).

**Figure 4:**
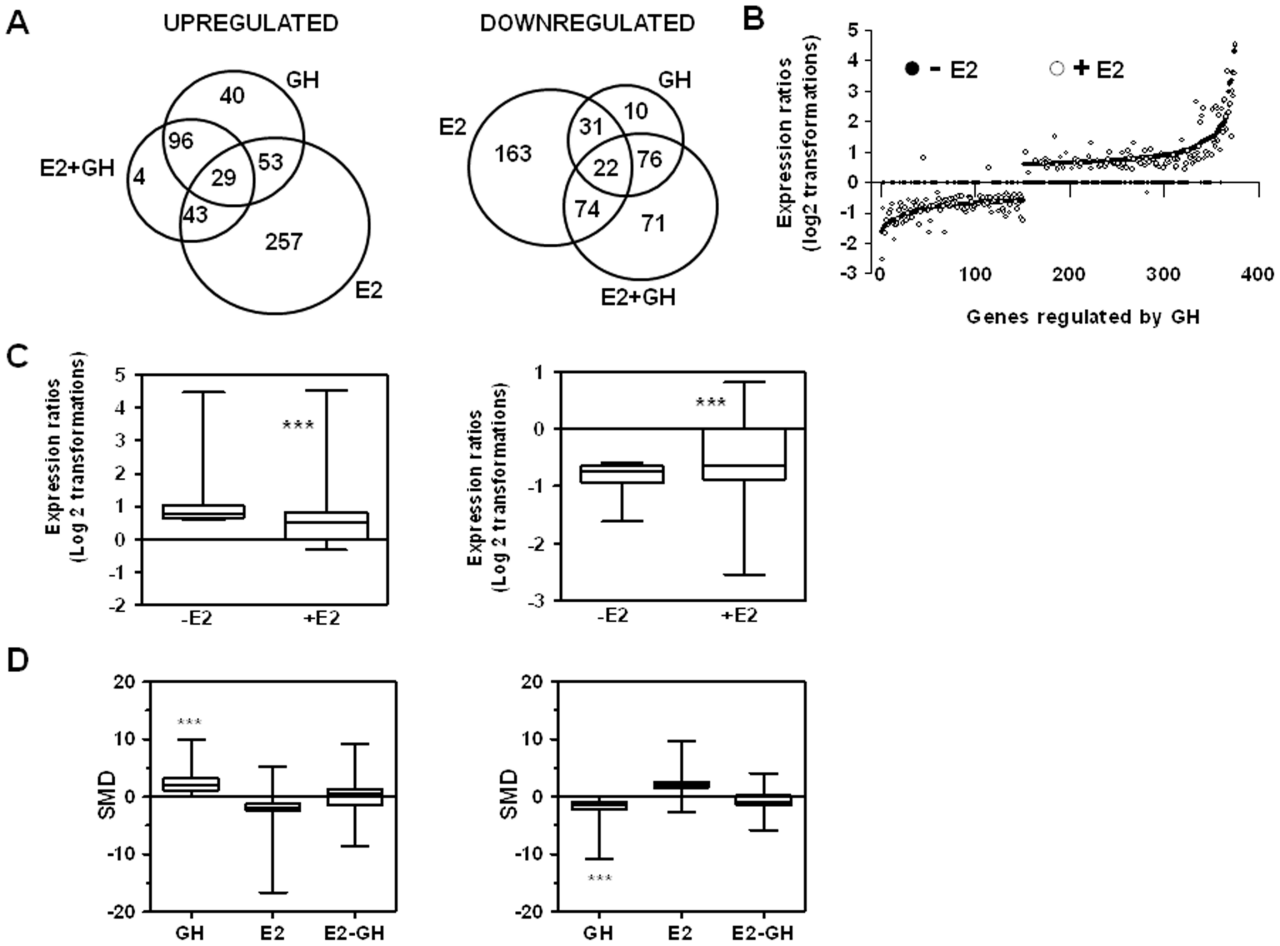
E2 influences the gene expression profiling regulated by GH in hypothyroid-orchidectomized rat liver. Hypothyroid-orchidectomized (TXOX) rats were injected with GH for 7 days in the absence (−E2) or in the presence (+E2) of E2. Differently expressed genes in the livers were identified by DNA microarrays as described under Material and Methods. (A) The number of genes regulated by GH in the absence of E2, by E2, or GH in the presence of E2. The overlapping areas show genes for which expression was altered by GH in the absence or presence of E2. (B) Individual genes are arranged along the X axis according to the value order of decreases and increases in gene expression measured in GH-treated TXOX rats in the absence of E2. The Y axis shows the log 2 ratio of the transcript signals in GH-treated TXOX rats in the absence (−E2) and in the presence (+E2) of E2. (C) Box plot shows a statistical evaluation of the differences in the mean expression changes induced by GH in the absence (−E2) or in the presence (+E2) of E2 for the set of genes induced and repressed by GH treatment in the absence of E2. (D) SAM multiclass analysis was performed to identify GH regulated genes whose mean expression (SMD) values were significantly different from E2 or E2 plus GH-treated TXOX rats. In Box plots, the lines connect the medians, the boxes cover the 25th to 75th percentiles, and the minimum and maximum values are shown by the ends of the bars. ***, *P*<0.001.

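Over the probes tested in all comparisons with TXOX, 52 were higher after each of E2, GH and E2 plus GH, and 36 were lower. Higher after GH and E2 plus GH, and not called after E2, were 102 probes, and 86 were lower. Called in the comparison of GH with TXOX and in no other were 169 higher and 123 lower probes. In the comparison of E2 plus GH with TXOX and in no other, 108 were higher and 221 lower, and in that of E2 with TXOX and in no other, 436 were higher and 422 lower. The comparisons of E2 and of GH shared 58 higher and 18 lower probes not called for E2 plus GH, and those of E2 and of E2 plus GH shared 22 and 69 not called for GH.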

Functional analysis [40] revealed that the biological processes over-represented in the list of genes up-regulated by GH in TXOX liver, were connected with the positive regulation of cellular catabolism (e.g., GCLC, GCK, ABHD5, IGF-I, APOC2, HSP90AB1) whereas the metabolism of aminoacids and urea (e.g., CTH, ARG1, ASS1, OTC, ASL, CPS1, MAT1A, MTR, BHMT, PAH) was significantly down-regulated (Fig. 5). When these changes were mapped to cellular pathways (KEEG), we confirmed a significant connection with the metabolism of aminoacids and urea, metabolism of xenobiotics by P450, or PPARα signaling (Table 4). In contrast to E2, GH repressed the PPARα signaling pathway. Notably, in the presence of E2, the biological functions and network regulated by GH varied notably (Fig. 6). Thus, whereas GH still reduced the expression of genes involved in urea and amino acid metabolism in the presence of E2 [e.g., carbamoyl-phosphate synthetase-1 (CPS1), ornithine carbamoyltransferase (OTC); argininosuccinate synthase (ASS1)], it was no longer able to induce the expression of genes related to cell catabolism [e.g., glutamate-cysteine ligase (GCLC) and APOC2] (Table 5 and Table S4). In contrast, genes involved in the metabolism of steroids and xenobiotics (e.g., Gst2, Gst-m3, Gst-m4, EPHX1, CYP2E1, Gst-p1, Gst-m7) downregulated by E2 but not by GH alone are even further inhibited by the combined treatment. Finally, when E2 was present, GH exerted a significant influence on immune system response (Fig. 6). In particular, the mRNA expression levels of genes involved in complement activation, lymphocyte immune response, wounding or acute inflammatory response were significantly reduced (e.g., C9, C4a, AHCY, ASS1, MASP1, C5, CLU, CST3, A1I3, C4BPB, SERPING1, C1S, C4BPA, C8B, SDC1, IL10RB, IldR1, SLC7A2, PIGR, sialomucin, IGFBP1, or CFI) (Table 5 and Table S4). Taken together, these data indicate that E2 and GH may be effective regulators of immune system contributing to the maintenance of immune homeostasis under conditions of immunological stress to reduce the susceptibility to stress-induced disease by negative immunoregulators.

**Figure 5:**
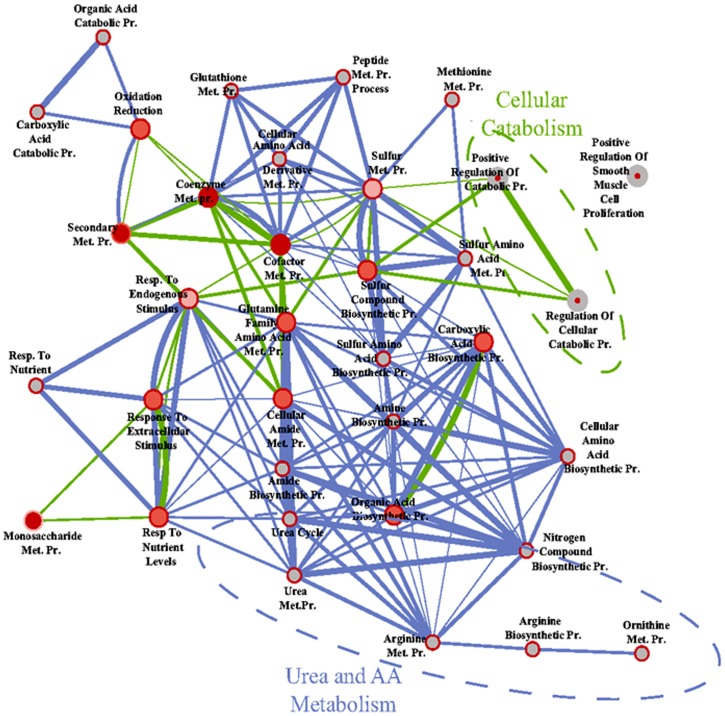
System biological network analyses on GH effects on liver transcriptome in hypothyroid-orchidectomized rats. The differentially-expressed genes in the livers were identified by DNA microarrays as described under Material and Methods. Then, functional and system biological network analysis were performed on the basis of the GO enrichment of differentially-expressed genes in liver using DAVID, and the results depicted using Cytoscape. Node (inner circle) size corresponds to the number of genes up-regulated by GH; node border (outer circle) size corresponds to the number of genes down-regulated by GH; color of the node and border corresponds to the significance of the gene set for up or down regulated genes, respectively (dark red  =  significantly enriched, light red  =  enriched no significantly; grey  =  absent); edge size corresponds to the number of genes that overlap between the two connected gene sets. Green edges correspond to shared up-regulated genes and blue edges correspond to shared down-regulated genes.

**Figure 6:**
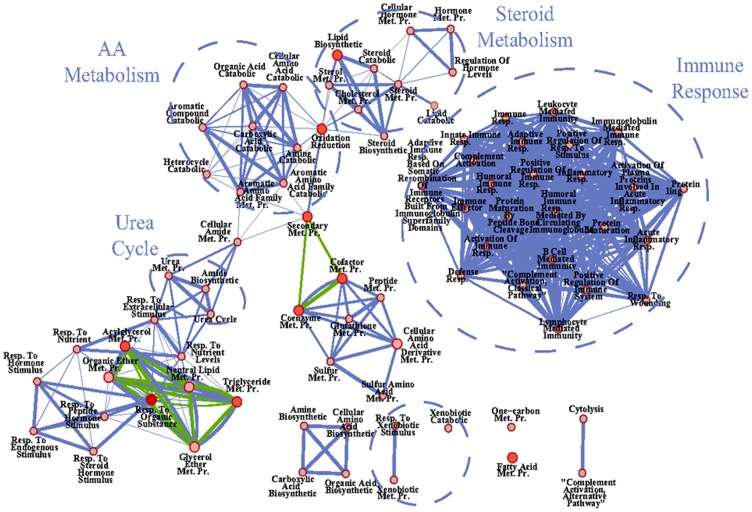
System biological network analyses on GH effects on liver transcriptome in E2-treated hypothyroid-orchidectomized rats. The differentially-expressed genes in the livers were identified by DNA microarrays as described under Material and Methods. Then, functional and system biological network analysis were performed on the basis of the GO enrichment of differentially-expressed genes in liver using DAVID, and the results depicted using Cytoscape. Node (inner circle) size corresponds to the number of genes up-regulated by E2-GH; node border (outer circle) size corresponds to the number of genes down-regulated by E2-GH; color of the node and border corresponds to the significance of the gene set for up or down regulated genes, respectively (dark red  =  significantly enriched, light red  =  enriched no significantly; grey  =  absent); edge size corresponds to the number of genes that overlap between the two connected gene sets. Green edges correspond to shared up-regulated genes and blue edges correspond to shared down-regulated genes.

**Table 4:** Cellular pathways regulated by GH in hypothyroid-orchidectomized rat liver.

Pathway	up-regulated genes	down-regulated genes	*P*	B
Arginine and proline metabolism	GLUD-1	CPS-1, mitochondrial; OCT; ASS-1; arginase; aminotransferase	2,6E-05	3,1E-03
				
Urea cycle and metabolism of amino groups		CPS-1, mitochondrial; OCT; ASS-1; arginase	1,3E-03	3,8E-02
				
Glycine, serine and threonine metabolism	choline kinase α; glycyl-tRNA synthetase	serine dehydratase; betaine-homocysteine methyltransferase; cystathionase; glycine N-methyltransferase	1,6E-03	3,7E-02
				
Drug metabolism - Metabolism of xenobiotics by P450	CYP2C11; CYP2D2	CYP2A1; CYP2C23; ADH 1; GST (k1 and A3)	1,0E-03	4,0E-02
				
Methionine metabolism	methionine-tRNA synthetase	methionine adenosyltransferase I, alpha; betaine-homocysteine methyltransferase; cystathionase; 5-methyltetrahydrofolate-homocysteine methyltransferase	9,4E-04	5,4E-02
Retinol metabolism	CYP2C11	CYP2A1; CYP2C23; ADH 1; Dgat2	4,8E-03	9,1E-02
Caffeine metabolism	NAT-2	CYP2A1; urate oxidase	1,1E-02	1,7E-01
PPAR signaling	CPT-2; ANGPTL4	CYP27A1; CYP8B1; PEPK 1; ACOX-1	1,3E-02	1,8E-01
Cysteine metabolism	LDH-A	serine dehydratase; cystathionase	2,8E-02	2,9E-01
p53 signaling pathway	IGF-1; GADD-inducible, α and γ	cyclin B3; sestrin 1	4,4E-02	3,9E-01

The genes differentially-expressed in the livers were identified by DNA microarrays as described under Material and Methods. DAVID was used to identify the hepatic KEEG pathways that were affected by GH. The table shows pathway name, up- and down-regulated genes, P value, and corrected P value (Benjamini). Abbreviations: carbamoyl-phosphate synthetase-1 (CPS1); ornithine carbamoyltransferase (OTC); argininosuccinate synthase (ASS1); acyl-CoA oxidase 1, palmitoyl (ACOX-1); angiopoietin-like 4 (ANGPTL4); diacylglycerol O-acyltransferase 2 (Dgat2); glutamate dehydrogenase 1 (GLUD-1); Lactate dehydrogenase A (LDH-A); stearoyl-CoA desaturase (Scd); estrogen sulfotransferase (SULT).

**Table 5:** E2 influences the cellular pathways regulated by GH in hypothyroid-orchidectomized rat liver.

Pathway name	up-regulated genes	down-regulated genes	*P*	B
Drug metabolism-Metabolism of xenobiotics by P450	FMO 3; CYP2C11; CYP2C24; NAT	CYP2A1; CYP2C23; CYP2E1; UGT (2B17; 2B36 and 1A); ADH 1; GST (mu 2; mu 3; mu 4; mu 7; pi 1; A3); uridine phosphorylase 2; epoxide hydrolase 1, microsomal	9,6E-10	1,2E-07
				
Complement and coagulation cascades	fibrinogen α chain	complement [C1; C4; C5; C8; C9]; serine (or cysteine) peptidase inhibitor; mannan-binding lectin serine peptidase 1	6,5E-07	2,8E-05
				
Retinol metabolism	CYP2C11; CYP2C24	CYP2A1; CYP2C23; CYP2A1; UGT (2B17; 2B36; and 1A); ADH A1; retinal pigment epithelium 65	1,0E-06	3,3E-05
				
Nitrogen metabolism	GLUD 1	CPS-1, mitochondrial; carbonic anhydrase (3 and 8); cystathionase; histidine ammonia lyase	1,7E-04	4,5E-03
PPAR signaling	CPT-1a; CPT-2; ANGPTL4	CYP7A1; CYP8B1; PEPK 1; CD36; LCA-CoA synthetase 1; Scd2	2,6E-04	5,7E-03
Fatty acid metabolism	CPT-1a; CPT-2	glutaryl-CoA dehydrogenase; ADH 1; enoyl CoA hydratase, short chain, 1, mitochondrial; ADH 2 (mitochondrial); LCA-CoA synthetase 1	4,4E-04	8,0E-03
				
Arginine and proline metabolism	GLUD1; spermidine synthase	CPS-1, mitochondrial; OCT; ASS-1; aminotransferase; ADH-2	1,5E-03	2,2E-02
Steroid hormone biosynthesis		CYP7A1; UGT (2B17; 2B36; 1A); SULT; HSD11B1	3,4E-03	4,3E-02
Tryptophan metabolism		tryptophan 2,3-dioxygenase; glutaryl-CoA dehydrogenase; kynurenine 3-monooxygenase; catalase; enoyl CoA hydratase, short chain, 1, mitochondrial; ADH-2	3,4E-03	4,3E-02
				
Glutathione metabolism	spermidine synthase	isocitrate dehydrogenase 1 (NADP+), soluble; GST (A3; mu2; mu 3; mu 4; mu 7; pi 1)	6,6E-03	7,4E-02

The genes differentially-expressed in the livers were identified by DNA microarrays as described under Material and Methods. DAVID was used to identify the hepatic KEEG pathways that were affected by GH in the presence of E2. The table shows pathway name, up- and down-regulated genes, P value, and corrected P value (Benjamini). Abbreviations: carbamoyl-phosphate synthetase-1 (CPS1); argininosuccinate synthase (ASS1); acyl-CoA oxidase 1, palmitoyl (ACOX-1); angiopoietin-like 4 (ANGPTL4); diacylglycerol O-acyltransferase 2 (Dgat2); glutamate dehydrogenase 1 (GLUD1); ornithine carbamoyltransferase (OTC); stearoyl-CoA desaturase (Scd); estrogen sulfotransferase (SULT).

## Discussion

In this study, we show that E2 and GH replacements in hypothyroid male rats have a significant impact on lipid content and transcriptome in the liver and that E2 exerts a marked influence on GH-regulated endocrine, metabolic, immune, and gender specific responses in the liver.

Hypothyroidism impaired body weight gain and decreased circulating levels of IGF-I and biological markers of GH-STAT5b signaling activity in the liver (i.e., mRNA levels of IGF-I, ASL, SOCS2, CIS, and CYP2C11) [51]. These changes were totally or partially restored by intermittent GH administration to TXOX rats. However, the effects of GH were largely prevented by E2 which is in line with the negative effects of estrogens on continuously GH administration in hypophysectomized female rats [52]. The positive effects of E2 on hepatic SOCS2, CIS, and FGF21 transcripts (see Fig.1) suggest that E2 might prevent the activation of GH-STAT5b signaling in liver through induction of these negative regulators of GH signaling [14], [48]. Similarly, estrogen administration in humans can prevent the GH-induced increase in IGF-I, IGFBP-3, lipid oxidation, and protein synthesis [22], [23]. The effects of hypothyroidism on growth are associated, in part, with an increased hepatic amino acid catabolism and urea synthesis [53]. Biological network analysis shows that intermittent GH administration to TXOX rats causes a positive regulation of cellular catabolism, whereas the genes involved in the metabolism of amino acids and urea (i.e., OTC, ASS1, aminotransferases, and methyltransferases) are significantly down-regulated. This is in line with the positive effects of GH on nitrogen balance, which have been previously studied in hypophysectomized rats [54], [55], [56].

GH serves as an anabolic hormone that promotes lipolysis and prevents lipogenesis in adipose tissue, which increases the availability of FFA for energy expenditure [56]. E2 is also able to interfere with this process by preventing the induction of some genes related to fat utilization, such as ApoC2, which activates the enzyme LPL that hydrolyzes TG. Therefore, E2 actions in liver can impact the peripheral metabolic actions of GH.

Lipogenesis is often increased in situations of reduced energy expenditure such as hypothyroidism, GH deficiency, E2 deficiency, or aging [57]. Accordingly, our analysis of the hepatic lipid content revealed that TXOX rats contained significantly increased levels of total SFA compared to INTACT rats. E2 replacement did not modify the mRNA expression levels of key regulators of hepatic lipogenesis [i.e., Sterol regulatory element binding protein (SREBP)1c, acetyl-Co A carboxylase alpha (ACC), fatty-acid synthase (FAS)] [58], whereas it activated a PPARα transcriptional program that promotes fatty acid catabolism in liver [50], [59]. This was evidenced by the E2 increased expression of the PPARα gene itself and the PPARα target genes involved in the β/ω-oxidation of fatty acids (i.e., CTE-I, CPT-2, Fasd6, Fasd1, Fasd2, Scd1, ACOX1, ECH1, BAAT, FGF21, CYP4A1, CYP4A3) (Table S2). Accordingly, E2 replacement caused a significant reduction in SFAs. Overall these findings are indicative of a positive crosstalk between E2 and PPARα that is supported by multiple independent studies [2], [60], [61], [62]. Interestingly, despite the increased expression of genes involved in β-oxidation, we detected a significant increase in hepatic TG content in E2 treated TXOX rats, which is likely explained by effects on lipid transport. The first step of long chain fatty acids uptake is its translocation across the plasma membrane. Notably, E2 increased the transcription of several known PPARα activated genes encoding proteins that have been implicated in fatty acids uptake and activation such as CD36, ACSL4 and SLC27A5 (FATP5) [63], [64]. We have previously demonstrated that the fatty acid transporter CD36 is predominantly expressed in female rat livers and proposed that this sexual dimorphism depends on the GH secretion pattern, which can be influenced by E2 treatment. E2 also increased transcripts of the SLC27A5 gene which encodes FATP5, an fatty acid transporter that is an acyl-CoA synthetase (bile acid ligase) that catalyzes the conjugation of bile acids with amino acids before excretion into bile canaliculi [65]. Following fatty acids uptake, the first step for the intracellular use of long chain fatty acids is its esterification with CoA. This reaction is catalyzed by acyl-CoA synthetases such as ACSL4 which was also induced by E2 in TXOX rat liver. The produced acyl-CoAs are substrates for β-oxidation but also can prime the synthesis of TG, phospholipids, CE, and ceramides and therefore are also a primary source of signaling molecules [66]. The notion that E2 may regulate the formation of lipid signaling intermediaries is supported by the stimulation of fatty acids elongase-5 (Elovl5). Elovl functions with fatty acid desaturases to generate many of the long-chain PUFAs assimilated into cellular lipids (i.e., 20:4n-6 and 22:6n-3). However, it is worth mentioning that E2 administration did not alter VLCPUFA metabolism because the levels of 20:4n-6, 20:5n-3 and 22:6n-3 remained similar to values in the TXOX group. It has been reported that E2 might play a critical role in lipogenesis and Scd1 transcription [2], a gene that encodes a rate-limiting enzyme to generate MUFAs such as 18:1 n−9 and 16:1 n−7. Previous studies have reported that the absence of E2 or ERα in rats provoked a profound increase in lipogenesis and Scd1 transcription [67], which suggests that E2 inhibits Scd1 transcription. Interestingly, the antilipogenic effect of E2 therapy, while maintaining efficient TG export and reduced phospholipid transfer protein, has been reported to depend on hepatic ERα [13], [61]. Our study, however, shows that E2 increased the Scd1 gene expression and that this effect was paralleled by reduced hepatic content of 18:0 and increased of 18:1 n−9 (the main product of SCD reaction) contents, in total and, especially, in neutral lipids compared with TXOX animals, which indicates that E2 modulates SCD1 activity in TXOX liver. Surprisingly, E2 also downregulated Scd2 gene expression in TXOX rat livers. The significance of this opposed transcriptional regulation of Scd genes is unknown, but given that transcript levels of Scd1 are about 1800 times higher than that of Scd2 in the rat liver [68], changes in 18:1n-9 and 18:0 must be entirely attributed to variations in Scd1 gene expression. Overall, the changes in the lipid composition and gene expression profile seen in E2-treated TXOX rats support the finding that E2-PPARα functional interactions play a physiological role in the regulation of hepatic lipid metabolism.

E2 has the ability to reduce circulating CHO in women and in animal models fed on a high-fat diet [69]. However, E2 was unable to efficiently reverse hypercholesterolemia or hypotriglyceridemia in TXOX rats. This result may be due to the fact that E2 reduced expression levels of several transporters of CHO (and CE), including ApoB and ABCA1 in TXOX rats, which most likely contributed to maintaining an increased hepatic level CE. E2 may also induce intracellular CHO mobilization by modulating enzymes involved in CE and CHO synthesis and/or turnover [57], [70]. Distinct enzymes can catalyze the CHO to CE conversion in liver: lecithin:cholesterol acyltransferase (LCAT), which uses phosphatidylcholine (PC) as a source of acyl changes and ACAT, which uses acyl-CoA. Because the levels of lysophosphatidylcholine (LPC) were undetectable in all groups, our initial conclusion was that E2 stimulated the ACAT2 reaction to increase CE. However, we did not detect changes in the expression level of the ACAT gene, which did not discard posttranslational modification of enzymes in the CE cycle in the liver from E2-treated TXOX rats.

An increased level of hepatic CE, together with the increased TG and decreased FFA hepatic contents in GH-treated TXOX rats, resemble the effects of E2 on hepatic lipid composition and suggest that some effects of E2 might be GH mediated. A striking consequence of the combined replacement with E2 and GH is the complete restoration of MUFA levels from total and neutral lipids, an effect attributable to the increase in 18:1n9, likely through alteration of Δ9 desaturase expression. Moreover, GH and E2 increased hepatic CE and the combined effect of the two hormones were additive with regard to CE because its levels doubled those found in INTACT animals and were approximately 30% higher than in the E2 or GH groups which indicates a more efficient hepatic CHO metabolism. Accordingly, in the presence of E2, GH reduced hepatic CHO content compared not only to the TXOX group but also in relation to the E2- or GH-treated TXOX groups. The hepatic content of TG was, however, significantly increased by GH in E2-pretreated TXOX rats, which suggests that combined treatment by E2 and GH dramatically enhances lipogenesis. It is known that in contrast with its lipolytic effects in adipose tissue, GH exerts lipogenic actions in liver through stimulation of SREBP1, which is usually accompanied by increased hepatic TG (VLDL) secretion [56]. Indeed, our lipid profiling analysis suggested that intermittent GH administration to TXOX rats increased lipogenesis in the liver. However, in contrast to the effects of a continuous infusion of GH in hypophisectomized rats [55], intermittent GH administration to TXOX rats did not increase SERBP1, whereas several genes involved in fatty acids transport (e.g., FABP) and the biosynthesis of unsaturated fatty acids from 18:2n-6 and 18:3n-3 (e.g., fatty acid desaturases 4, 5 and 6) were induced. Interestingly, intermittent GH administration to TXOX rats down-regulated the expression of the lipin gene, an SREBP1c target gene, which is critical in the regulation of cellular levels of DG and TG and a key regulator of fatty acid oxidation in adipose tissue, skeletal muscle, and liver tissue [71]. These findings support the hypothesis that the female pattern of GH administration is a more efficient stimulus to induce lipogenic effects in the liver than the male pattern [72], [73]. Another mechanism whereby GH might promote lipogenesis in the liver is through the down-regulation of lipid oxidation. We have previously shown that continuous GH administration to hypophysectomized [55] and to old-intact [74] male rats inhibited PPARα. Accordingly, our lipidomic and genomic analysis showed that intermittent GH administration to TXOX rats also leads to down-regulation of the PPARα signaling pathway. In particular, GH represses the expression of PPARα itself, ACOX-1, CPT-1, FGF21, and several members of the CYP4A family, which are involved in fatty acid oxidation.

In summary, our study adds novel data that highlight the impact of subcutaneous E2 administration on liver physiology and its interplay with GH. These results highlight the role of E2 as a critical regulator of liver metabolism in mammals and add further weight to the hypothesis that E2 acts as an important regulator of GH actions in the liver. The E2-GH interplay in the liver is relevant because of the physiological roles that these hormones have in mammals and the widespread use of estrogen and estrogen-related compounds in human. Notably, this is the first study to demonstrate that hepatic lipid profiles are endowed with singular fingerprints that may be used to segregate different groups with altered hormone status. This includes different hormonal replacements (E2 or GH) that induced overlapping changes in gene expression. Therefore, liver lipid profiling can serve to identify cryptic hormone deficiencies or exposure to hormones or hormone-like substances.

## Supporting Information

Table S1 **Genes and primer sequences (5′- 3′) used for real-time PCR.**
(PDF)

Table S2 **Hepatic genes regulated by E2 in hypothyroid-orchidectomized rats.** The administrations of vehicle (TXOX) or E2 (TXOXE2) to TXOX rats were described in Material and Methods. Then, differently expressed genes in the livers were identified by DNA microarrays. The analysis is based on the SAM statistical technique and differentially-expressed genes were discovered using a FDR less than 5% and a mean ratio of log2>|0.58|. The table shows ENSEMBL gene ID, Unigene/Refseq, gene symbol, gene description, R (TXOXE2/TXOX), SD, and q (%).
(PDF)

Table S3 **Hepatic genes regulated by GH in hypothyroid-orchidectomized rats.** The administrations of vehicle (TXOX) or GH (TXOXGH) to TXOX rats were described in Material and Methods. Then, differently expressed genes in the livers were identified by DNA microarrays. The analysis is based on the SAM statistical technique and differentially-expressed genes were discovered using a FDR less than 5% and a mean ratio of log2>|0.58|. The table shows ENSEMBL gene ID, gene symbol, gene description, R (TXOXGH/TXOX), SD, and q (%).
(PDF)

Table S4 **Hepatic genes regulated by GH in E2-treated hypothyroid-orchidectomized rats.** The administrations of **v**ehicle (TXOX) or E2 plus GH (TXOXE2GH) in TXOX rats were described in Material and Methods. Then, differently expressed genes in the livers were identified by DNA microarrays. The analysis is based on the SAM statistical technique and differentially-expressed genes were discovered using a FDR less than 5% and a mean ratio of log2>|0.58|. The table shows ENSEMBL gene ID, gene symbol, gene description, R (TXOXE2GH/TXOX), SD, and q (%).
(PDF)

Table S5 **Hepatic genes regulated by GH whose mean expression values are different from those in E2- and E2 plus GH-treated hypothyroid-orchidectomized rats.** Hormonal replacements with GH (TXOXGH), E2 (TXOXE2) or E2 plus GH (TXOXE2GH) in TXOX rats were described in Material and Methods. Then, differently expressed genes in the livers were identified by DNA microarrays. SAM multiclass analysis was performed to identify GH regulated genes (TXOXGH) whose mean expression values were significantly different from E2 (TXOXE2)- or E2 plus GH (TXOXE2GH)-treated TXOX rats. The table shows ENSEMBL ID, Unigene/Refseq, gene symbol, gene description, R (mean expression), and q (%).
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

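Hepatic RNA of TXOX rats given E2, GH or E2 plus GH was compared with RNA of TXOX rats on 12 arrays, 4 per treatment, with an individual treated animal on each. The treated sample carried Cy5 and the TXOX sample Cy3 on each array. This assignment rests on the channel descriptions, since the source fields name the treated group for both channels. Which TXOX animal was used on which array is not stated in the labels or the paper's text.

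The authors labelled 5 µg of RNA per sample, scanned the slides and made the deposited intensity values with GenePix Pro 6.0, as the foreground and local background medians of each spot. The deposited scanner output also gives the percent of pixels above local background plus 2 SD, the percent of saturated pixels, the spot flags, and a signal-to-noise score, all as the authors' software wrote them. The authors also deposited a table of log2 ratios of treatment to TXOX, normalized by LOWESS. It has 22163 entries, of which 1894 are empty on every array and 7845 are filled on all 12. The authors tested with SAM at a false discovery rate of 5% and a log2 ratio of at least 0.58 in size.

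From the intensities, background was corrected with the normexp method of limma 3.58.1 (offset 50) in R 4.3.3, and log2 ratios of Cy5 to Cy3 were normalized with a global loess within each array. Flagged spots and 554 control or empty spots of the 27648 on each array were left out, and 12 probes printed more than once were averaged, which left 26962 probes. A probe was tested in a comparison when at least 3 of 4 arrays of each group had a value. One linear model with a mean per treatment was fitted to the 12 arrays (9 residual degrees of freedom), with limma's moderated tests, a trend of the variance on intensity, and Benjamini-Hochberg adjustment. The comparisons were each treatment against TXOX, each pair of treatments, all 3 treatments by a moderated F-test, and the departure of the E2 plus GH effect from the sum of the E2 and GH effects. An effect of the dye cancels in the comparisons between treatments, and in the departure it stays with a negative sign. Per-array means over GH-raised and GH-lowered probes were compared by exact two-sided permutation of the arrays.

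On the arrays, 11497 to 13226 spots lay above local background after E2, 13906 to 16626 after GH and 10635 to 14014 after E2 plus GH. The tests were tried on simulated data without the fold threshold, so the rates below are not those of the counts at that threshold. For the comparison of GH with TXOX (20984 probes, 200 changed), limma called 50.5% of probes changed by a log2 ratio of 0.6, 91% at 1 and 98.5% at 1.5, and SAM called 0%, 73.5% and 98%. For the comparison of E2 plus GH with GH (18695 probes, none changed), limma called 0 and SAM called up to 2. This gives no rate at which real differences between these groups would be found.

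Replicate numbers are shared by the 3 groups. Deviations from the group means correlated by 0.275 to 0.408 between GH and E2 plus GH arrays of the same number, over 0.1 for each of the 4 pairs, so these numbers were taken to pair the arrays, on the basis of the data alone. Between E2 and GH arrays of the same number the correlations were −0.146 to 0.201, and between E2 and E2 plus GH arrays −0.125 to 0.096, and these were not taken as pairs. E2 replicates 1 to 4 correlated best with replicates 1, 3, 4 and 2 of both GH and E2 plus GH. Whether they match the other groups in this order was not tested.

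The tests, thresholds and most alternatives were chosen before the data were examined. The alternatives covered the background correction, the normalization, the filters, the authors' table, SAM, robust variance estimates, the arrays in the fit, the replicate number as a block, the choice of GH-regulated probes, and leaving out each array. Added after seeing the data were a signal-to-noise filter, SAM on the authors' table, a block on the GH and E2 plus GH arrays alone, an exact test over their pairs, and the count of probes changed by both E2 and GH as a result of its own, under the alternatives set for the correlation. The rule for named genes was set beforehand, but the files do not pair probes with genes. Gene lists, single genes, GO terms and averages by gene were therefore not analysed here, and the largest rise and fall after E2 and after GH are named by probe. The limit to probes above local background for these was added after their values were seen. The slide or scan as a block was not analysed here either, since the files give no such grouping of the arrays.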

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

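The tests of the position on the slide, that of the dye on probes chosen on other arrays, the simulation of dye alone, the fit with paired arrays and the exact test over pairs were chosen only after the result was seen.

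The effects of E2 and GH correlated by 0.769 over 674 probes. Shared TXOX animals as the whole cause are argued against by the covariance of the effects, 3.84 times the simulated one, and 1.91 times what all residual variance would give, if each group was compared with 4 TXOX animals. Position on the slide as the whole cause is argued against for probes that pass in both on 2 arrays of each (a median of 21), which on the other arrays correlated by 0.778 on average after loess within printed blocks (from 0.596 to 0.96 over 35 ways); for the rest it stays open, since the 0.76 over all 674 was measured on the arrays they were chosen on, 121 passed in both after that loess (correlation 0.640), and the block means of E2 and GH correlated by 0.899. A bias of the dye stays open: the contrasts free of it correlated by 0.153 and 0.238 over these probes, but they were chosen on the arrays measured, and dye alone gave 0.176 to 0.231 in 20 simulations, so the limit of 0.1 set beforehand was wrong; with probes chosen on other arrays the mean was −0.228 (from −0.682 to 0.347 over 70 ways, a median of 21 probes). A shared response to E2 and GH cannot be told apart from dye here, since the slope of the E2 plus GH effect on the sum of both effects was 0.462, against 0.444 for dye alone, and responses that do not add up would give the same; dye alone also gave a correlation of E2 and GH of 0.932 over 1774 probes, above the values observed, but it took the mean of both observed effects, noise included, as the effect of dye and so sets no bound.

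The mean response of the GH-raised probes differed between the groups by −0.263 with E2 (exact permutation test over unpaired arrays, p = 0.0286), with the same sign in all 4 pairs (exact test over pairs, p = 0.125, the smallest possible). Ratios compressed by a lower signal over background would shrink the difference among bright probes. Over the brightest 137 of these probes it was 1.02 of that over all (error 0.27), past the limit set beforehand for arguing against this. But the bright probes had larger means, 1.167 after GH and 0.898 with E2, against 0.948 and 0.685 over all. A compression in proportion to the mean was not tested, so this explanation stays open. It also stays open for the GH-lowered probes, where the ratio was 0.59 (error 0.44). Selection of the probes on the GH arrays left 0.52 of the difference for raised probes, with a spread over the 6 ways too wide to decide, and −0.03 for lowered probes, which is what selection alone would leave. The raised probes chosen on 2 arrays were fewer, 82 to 231 against 411. Their means on the other GH arrays were 0.802 to 1.668, against 0.948 over all. The 0.52 thus compares unlike sets of probes. An action of E2 on the GH response stays open for the raised probes.

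The E2 plus GH effect less the sum of the E2 and GH effects passed limma's adjusted p and the fold threshold for 157 probes. An effect of the dye enters this difference once, with a negative sign, so the count is not of departures from the sum alone, and these cannot be separated here. Regrouping the arrays does not test chance for this count, since an effect common to all arrays stays in every regrouping (7 of 100 called as many, the real one included, and the highest other called 573). With loess within printed blocks 8 were called.

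For the other comparisons, chance is argued against for E2 plus GH against E2 (144 probes, 1 of 35 splits as large, highest other 4), for E2 against GH (209, 1 of 35, highest other 4) and for the 3 treatments (184, 1 of 100, highest other 5). It is not excluded, since 1 of 35 is the smallest share these splits allow, and the number of comparisons was not taken into account. For E2 plus GH against GH, limma called 0 in the real split, and SAM called 2. At an unadjusted p under 0.05 there were 1116, a level that unchanged probes also pass at a rate of 0.05. All 35 of 35 splits call as many as the real one by construction, and nothing follows about chance. The highest other split called 13. It was among the 27 splits that keep arrays of a pair together, while the 8 that part all 4 pairs, the real one included, called at most 0. In the fit with these arrays paired, the real labels called 74 and the highest of the 8 swaps within pairs other than the real one called 2, and 8 are too few for a share under 0.05. For each treatment against TXOX there are 8 sign patterns, too few for a share under 0.05: E2 called 1193 and the highest other 1, GH 712 and 0, and E2 plus GH 716 and 0.

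Among 19 groups of 4 arrays tested for an array far from the others, 2 had one, and chance gives about 1 in 20. The foreground over background in Cy3 was 2.35 on GH replicate 2, against 2.19 to 2.21 on the others, and in Cy5 it was 1.54 on E2 plus GH replicate 4, against 1.77 to 1.81.

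Changed probes with a value on fewer than 3 arrays of the authors' table, and so outside the paper's own filter, numbered 337 after E2, 102 after GH and 97 after E2 plus GH.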

How the results depend on the processing

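The signal-to-noise filter, SAM on the authors' table the block on the GH and E2 plus GH arrays alone, the exact test over pairs, and the count of probes changed by both E2 and GH as a result of its own were chosen after the results were seen. So was the error of the correlation and of the common direction, a jackknife over the 12 arrays (0.0687 and 2.66 percentage points); by the narrower SD of the values without each array, used first, 19 of 33 and 16 of 28 settings would have moved, not 8 and 5.

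E2 changed 1193 probes, and 411 with print-tip loess, 480 with SAM, 665 in the authors' table, 698 there with SAM, 788 with scaling between arrays, 792 without background correction, 2482 with background subtracted and 3597 without a fold threshold. GH changed 712, and 351 in the authors' table, 390 there with SAM, 361 without background correction, 363 with print-tip loess and 1472 without a fold threshold. E2 plus GH changed 716, and 450 in the authors' table, 399 there with SAM, 469 without background correction and 1611 without a fold threshold. The printed block took up 33.7%, 20.4% and 8.5% of the variance after E2, GH and E2 plus GH, which print-tip loess removes. For the other settings the cause was not tested.

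E2 plus GH against GH gave 0 probes, 3 with print-tip loess, 3 with scaling, 2 with SAM, 6 with SAM on the authors' table, 0 with the replicate number as a fixed block over the 12 arrays, 2 as a random block and 74 with a block on those arrays alone. E2 plus GH against E2 gave 144, and 87 with print-tip loess, 67 with scaling, 88 without the flag filter, 92 with SAM, 70 on its own arrays, 237 with the fixed and 239 with the random block. E2 against GH gave 209, and 325 with the random block. The 3 treatments gave 184, and 287 with the fixed and 304 with the random block, and 321 with SAM on the authors' table. The departure from the sum gave 157 (52 higher, 105 lower), and 60 with background subtracted, 8 with print-tip loess (0 and 8), 97 with median centring, 37 with scaling (8 and 29), 70 without the flag filter, 401 with the fixed and 334 with the random block, and 234 (103 and 131) without background correction. The replicate numbers pair the GH and E2 plus GH arrays only, and with the E2 arrays they share a number alone (1 of 4 E2 arrays correlated best with its own number). E2 replicates 2, 3 and 4 correlated best with replicates 3, 4 and 2 of both other groups. These correlations were 0.108, 0.311 and 0.312 with GH and 0.055, 0.21 and 0.256 with E2 plus GH. A block in that order was not fitted, so the blocks over all 12 arrays may group the E2 arrays wrongly. The block by replicate number moved the other counts by less than 1.5 times. Where no cause is named here or below, it was not tested.

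The difference over GH-raised probes was −0.263, and −0.234 with print-tip loess (exact p = 0.0571), −0.137 with probes chosen on 2 GH arrays, 0.146 with probes chosen on E2 plus GH (exact p = 0.143), −0.108 on either (exact p = 0.143), and −0.474 with uncalled probes set to 0. With the arrays paired, it was −0.263 with an exact p of 0.125, the smallest that 4 pairs allow. Over GH-lowered probes it was 0.185, and 0.177 with background subtracted, 0.200 with median centring, 0.232 with scaling and 0.239 without the flag filter (each exact p = 0.0286), −0.006 with probes chosen on 2 GH arrays, −0.312 with probes chosen on E2 plus GH (exact p = 0.0286), −0.142 on either (exact p = 0.0571), and 0.378 with uncalled probes set to 0 (exact p = 0.0286). Without background correction the means of the GH-lowered probes lay closer together, −0.838 after GH and −0.705 after E2 plus GH, against −0.803 and −0.618. So did those among probes above background (−0.829 and −0.688) and in the authors' table (−0.845 and −0.72). Choosing on one group favours larger values there, and the sign followed the group chosen on.

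E2 and GH both changed 674 probes, and 121 with print-tip loess, 136 with SAM and 384 with background subtracted. Their correlation was 0.769, and 0.640 with print-tip loess, 0.501 with SAM, 0.635 on each comparison's arrays, 0.535 over all tested probes, 0.699 for E2 arrays 3 and 4 with GH arrays 1 and 2, 0.238 and 0.153 in the contrasts free of dye, and 0.667 with SAM on the authors' table. With probes chosen on other arrays, the contrasts free of dye correlated by −0.228 on average. The common direction was 96.7%, and 88.4%, 89.0%, 93.0% and 93.2% with print-tip loess, SAM, each comparison's arrays, and SAM on the authors' table.

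Without 1 array at a time, GH changed 428 (without GH replicate 4) to 799 probes. E2 plus GH against GH gave 0 to 2 (1 and 2 without E2 plus GH replicates 3 and 4). E2 plus GH against E2 gave 42 to 231 (70, 67 and 51 without E2 replicates 1, 2 and 3, and 42, 62 and 231 without E2 plus GH replicates 1, 2 and 3). E2 against GH gave 114 to 248 (127 and 114 without E2 replicates 1 and 3, and 122, 135 and 121 without GH replicates 1, 2 and 3). The 3 treatments gave 82 to 265 (98, 97, 82 and 114 without E2 replicates 1 to 4, and 113 without GH replicate 1). The departure from the sum gave 22 to 205 (45, 74, 26 and 66 without E2 replicates 1 to 4, 84, 53, 34 and 22 without GH replicates 1 to 4, and 32 and 50 without E2 plus GH replicates 1 and 2). E2 and GH both changed 235 to 776 (445, 337 and 421 without E2 replicates 2, 3 and 4, and 300, 293 and 235 without GH replicates 2, 3 and 4). GH-raised probes gave −0.351 to −0.247, with an exact p of 0.0571 without any 1 of the E2 plus GH arrays (−0.272, −0.255, −0.270 and −0.272). GH-lowered probes gave 0.143 to 0.272, with an exact p of 0.0286 without any 1 of the E2 arrays (0.190, 0.184, 0.183 and 0.184), GH replicate 2 (0.189) or E2 plus GH replicates 2 (0.220) and 4 (0.171), and up to 0.0857 otherwise. E2 changed 850 to 1235 probes, E2 plus GH 486 to 1024, and the correlation was 0.71 to 0.773, with no array moving them past the same limits. The common direction was 93.9% (without GH replicate 3) to 96.9%. Fewer arrays allow fewer calls, and beyond that the cause was not tested.

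Robust variances, leaving out saturated spots and the signal-to-noise filter shifted the values, but were not counted as moving any result. With the signal-to-noise filter, E2 changed 890 probes, GH 633 and E2 plus GH 652. With robust variances the counts were 1170, 693 and 700, and without saturated spots 1194, 710 and 719. With the signal-to-noise filter, the difference was −0.236 over GH-raised probes (exact p = 0.0286) and 0.14 over GH-lowered probes (exact p = 0.114). Gene lists, single genes, averages by gene, camera and fry, and a slide or scan block were not run. SAM was not run for the departure from the sum, nor that and the F-test on their own arrays, which are all 12. The median foreground was 1.4 to 2.69 times local background in Cy5, which limits how many probes can be compared.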

Differences from the paper's values

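SAM on the authors' table and the added filters were chosen after the values were seen, and the other alternatives before the data were examined. Counts here are of probes by limma at the paper's false discovery rate and fold threshold, while the paper used SAM.

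For E2, the paper's text gives 634 genes, 352 higher and 282 lower, and 1193 probes, 595 higher and 598 lower, were called here. For the total, 6 of 27 alternatives lay nearest to the paper as a ratio, though not all were close to it. They were no background correction (792), scaling between arrays (788), probes above background (858), the authors' table (665), SAM (480) and E2 replicate 3 left out (850). For the higher genes these were 382, 381, 388, 378, 250 and 402, and 523 without E2 replicate 2. For the lower genes the nearest 5 of 27 were 410 without background correction, 196 with print-tip loess, 407 with scaling, 287 in the authors' table and 230 with SAM. SAM on the authors' table, chosen after the values were seen, gave 698, 394 higher and 304 lower, and the signal-to-noise filter, also chosen after seeing them, gave 890 in all. How many of the paper's own genes these drop cannot be counted without gene names.

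For GH, Fig. 4A shows about 220 genes higher and about 140 lower, read by eye, and 431 and 281 were called here. The alternatives nearest to these as a ratio were no background correction (225 and 136), print-tip loess (192 and 171), the authors' table (219 and 132) and GH replicate 4 left out (252 and 176). Also near were 298 higher without GH replicate 3 and 168 lower without GH replicate 2. For E2 plus GH, Fig. 4A shows about 170 higher and about 240 lower, read by eye, and 297 and 419 were called here. The nearest alternatives here were no background correction (199 and 270), print-tip loess (236 and 327), the authors' table (188 and 262), SAM (224 and 277), the fit on its own arrays (209 and 278) and E2 plus GH replicate 2 left out (215 and 271). Also among the nearest were 247 higher among probes above background and 302 lower without E2 plus GH replicate 1. The remaining alternatives lay further from the figure as a ratio. The E2 regions of Fig. 4A sum to more than the E2 counts of the paper's text, so what the figure counts is uncertain. SAM on the authors' table, chosen after the values were seen, gave 240 and 150 for GH and 171 and 228 for E2 plus GH.

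The paper's rank correlation of the E2 and GH effects is 0.6287, and 0.769 was found here. Print-tip loess (0.640) and the fit on each comparison's arrays (0.635) did not differ from it, and the other 29 alternatives did. SAM on the authors' table, chosen after the values were seen, gave 0.667.

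The paper's mean log2 ratio of the GH-induced genes with E2 is 0.60 ± 0.05, with the kind of error not stated, and 0.685 ± 0.025 (SD, n = 4 arrays) was found here. Of 29 alternatives, scaling between arrays (0.624), no flag filter (0.600) and GH replicate 1 left out (0.625) did not differ.

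The paper states that the smaller response with E2 was significant for repressed genes too. Its statistics section names a one-way analysis of variance with post hoc comparisons for group differences in general, and its results describe the means as taken across 4 independent hybridizations, without naming the unit of the test. The exact permutation test over arrays gave p = 0.0571 for the GH-lowered probes here and p = 0.0286 for the GH-raised ones. The probes were chosen on the GH arrays and the permutation did not repeat that choice, so these p-values do not account for it. With the arrays as pairs, the exact test over pairs gave p = 0.125 for each set, the smallest that 4 pairs allow.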

Other observations

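The explanations for the pairing were set before their results were seen, and only the pairing itself was noticed in the same data.

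Arrays of GH and of E2 plus GH with the same replicate number deviated together, with correlations of 0.275 to 0.408 against −0.272 to 0.001 for different numbers. Shared TXOX RNA would raise the Cy3 correlation above the Cy5 one, and the smallest excess among the 4 pairs was −0.108, with 0.011, 0.071 and 0.003 in the others. A shared hybridisation day or slide batch would raise both, and the median Cy5 correlation of the 4 pairs was 0.156 (from 0.042 to 0.293), against −0.135 (from −0.221 to 0.27) for different numbers. These explanations cannot be told apart with 4 pairs, and no biological explanation was tested.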
